# CHiCAGO: robust detection of DNA looping interactions in Capture Hi-C data

**DOI:** 10.1186/s13059-016-0992-2

**Published:** 2016-06-15

**Authors:** Jonathan Cairns, Paula Freire-Pritchett, Steven W. Wingett, Csilla Várnai, Andrew Dimond, Vincent Plagnol, Daniel Zerbino, Stefan Schoenfelder, Biola-Maria Javierre, Cameron Osborne, Peter Fraser, Mikhail Spivakov

**Keywords:** Gene regulation, Nuclear organisation, Promoter-enhancer interactions, Capture Hi-C, Convolution background model, *P* value weighting

## Abstract

Capture Hi-C (CHi-C) is a method for profiling chromosomal interactions involving targeted regions of interest, such as gene promoters, globally and at high resolution. Signal detection in CHi-C data involves a number of statistical challenges that are not observed when using other Hi-C-like techniques. We present a background model and algorithms for normalisation and multiple testing that are specifically adapted to CHi-C experiments. We implement these procedures in CHiCAGO (http://regulatorygenomicsgroup.org/chicago), an open-source package for robust interaction detection in CHi-C. We validate CHiCAGO by showing that promoter-interacting regions detected with this method are enriched for regulatory features and disease-associated SNPs.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-0992-2) contains supplementary material, which is available to authorized users.

## Background

Chromosome conformation capture (3C) technology has revolutionised the analysis of nuclear organisation, leading to important insights into gene regulation [1]. While the original 3C protocol tested interactions between a single pair of candidate regions (“one vs one”), subsequent efforts focused on increasing the throughput of this technology (4C, “one vs all”; 5C, “many vs many”), culminating in the development of Hi-C, a method that interrogated the whole nuclear interactome (“all vs all”) [1, 2]. The extremely large number of possible pairwise interactions in Hi-C samples, however, imposes limitations on the realistically achievable sequencing depth at individual interactions, leading to reduced sensitivity. The recently developed Capture Hi-C (CHi-C) technology uses sequence capture to enrich Hi-C material for multiple genomic regions of interest (hereafter referred to as “baits”), making it possible to profile the global interaction profiles of many thousands of regions globally (“many vs all”) and at a high resolution (Fig. 1) [3–7].

**Fig. 1:**
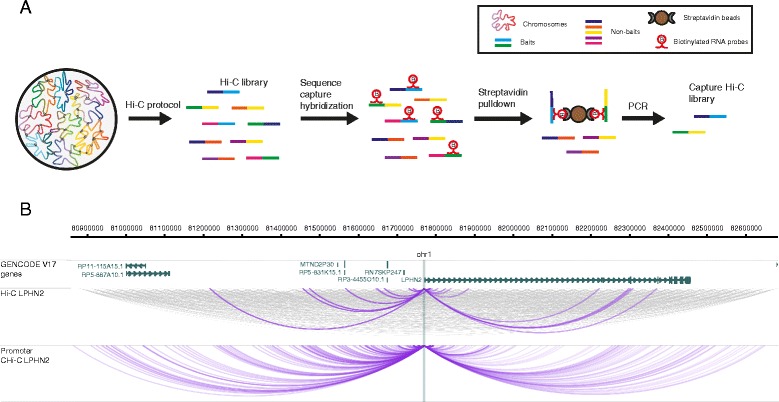
The outline of Capture Hi-C. **a** Outline of the CHi-C protocol. A Hi-C library is hybridized to a capture system that consists of biotinylated RNA probes targeting the ends of DNA restriction fragments. After hybridization, streptavidin pulldown is performed to filter for fragments that have hybridized with the RNA probes, leading to enrichment in baited fragments (“baits”). Following a limited-cycle PCR amplification, the CHi-C library is ready to be analysed by massively parallel paired-end sequencing. **b** The interactome of the *LPHN2* promoter region in GM12878 cells. The *top panel* shows a 1.8-Mb region containing the *LPHN2* gene. The *middle panel* shows raw read pairs from the Hi-C library. All read pairs sequenced for these regions are shown in *grey*. In *purple*, we show only the read pairs that contain the *LPHN2* promoter in one of the fragment ends. The *bottom panel* shows raw read pairs from the Promoter CHi-C library from [3]. The WashU EpiGenome Browser [58, 59] was used to create this figure

CHi-C data possess statistical properties that set them apart from other 3C/4C/Hi-C-like methods. First, in contrast to traditional Hi-C or 5C, baits in CHi-C comprise a subset of restriction fragments, while any fragment in the genome can be detected on the “other end” of an interaction. This asymmetry of CHi-C interaction matrices is not accounted for by the normalisation procedures developed for traditional Hi-C and 5C [8–10]. Secondly, CHi-C baits, but not other ends, have a further source of bias associated with uneven capture efficiency. In addition, the need for detecting interactions globally and at a single-fragment resolution creates specific multiple testing challenges that are less pronounced with binned Hi-C data or the more focused 4C and 5C assays, which involve fewer interaction tests. Finally, CHi-C designs such as Promoter CHi-C and HiCap [3–5, 11] involve large numbers (many thousands) of spatially dispersed baits. This presents the opportunity to increase the robustness of signal detection by sharing information across baits. Such sharing is impossible in the analysis of 4C data that focuses on only a single bait and is of limited use in 4C-seq containing a small number of baits [12–14].

These distinct features of CHi-C data have prompted us to develop a bespoke statistical model and a background correction procedure for detecting significant interactions in CHi-C data at a single restriction fragment resolution. The algorithm, termed CHiCAGO (“Capture Hi-C Analysis of Genomic Organisation”), is presented here and implemented as an open-source R package. CHiCAGO features a novel background correction procedure and a two-component convolution background model accounting for both real, but expected, interactions as well as assay and sequencing artefacts. In addition, CHiCAGO implements a weighted false discovery control procedure that builds on the theoretical foundations of Genovese et al. [15]. This procedure specifically accommodates the fact that increasingly larger numbers of tests are performed at regions where progressively smaller numbers of interactions are expected.

We demonstrate the efficacy of CHiCAGO on two datasets: one from the human lymphoblastoid cell line GM12878 [3] (see Fig. 2 for examples) and another from mouse embryonic stem cells (mESCs) [4]. We further show that CHiCAGO-detected interactions are enriched for regulatory regions and relevant disease-associated single-nucleotide polymorphisms (SNPs).

**Fig. 2:**
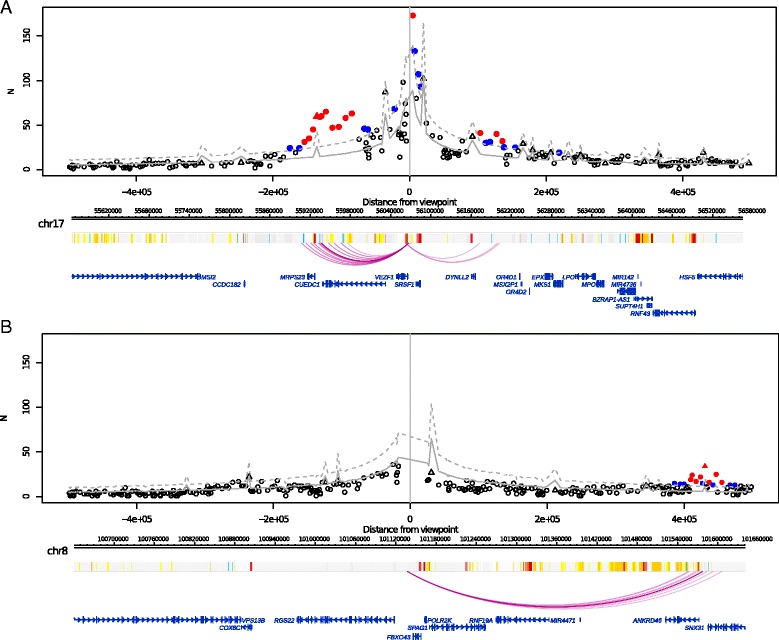
Examples of interactions called by CHiCAGO. *Top panels*: plots showing the read counts from bait-other end pairs within 500 kb (upstream and downstream) of two baits, containing the promoters of **a** *VEZF1* and **b** *RGS22* in GM12878 cells. Significant interactions detected by CHiCAGO (score ≥5) are shown in *red*, and sub-threshold interactions (3 ≤ score < 5) are shown in *blue. Triangles* indicate bait-to-bait interactions. *Grey lines* show expected counts and *dashed lines* the upper bound of the 95 % confidence intervals. (Note that bait-to-bait interactions have higher expected read counts than bait-to-non-bait interactions spanning the same distance.) *Bottom panels*: the genomic maps of the corresponding regions, with coloured bars showing “chromatin colours” obtained from performing chromatin segmentation with chromHMM [60]: *red*, active promoter; *pink*, poised/repressed promoter; *orange*, strong enhancer; *yellow*, weak enhancer; *blue*, insulator

## Results

### Methodological foundations of CHiCAGO

#### A convolution background model for Hi-C data

The background levels in CHi-C decrease as the genomic distance between the bait and other end increases (Fig. 3), as in other 3C/Hi-C-like methods [6–10, 12, 13, 16, 17]. It is generally accepted that this effect reflects the reduction in the frequency of random collisions between genomic fragments owing to constrained Brownian motion of chromatin, in a manner consistent with molecular dynamics simulations [18]. We model the read counts arising from these “Brownian collisions” as a negative binomial random variable whose expected levels are a function of genomic distance, with further adjustment for bias resulting from the properties of individual fragments.

**Fig. 3:**
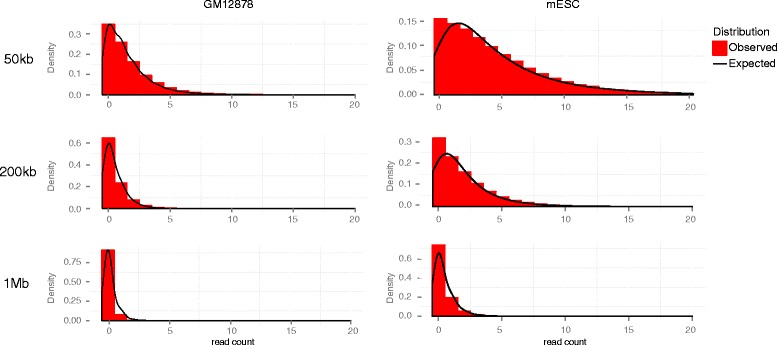
Read count distributions in typical CHi-C experiments and fit to the CHiCAGO background model. Histograms showing read count distributions for fragment pairs spanning different distance ranges (±20 kb) in a biological replicate of GM12878 (*left*) and mESC (*right*) CHi-C data. *Solid lines* indicate expected count distributions according to the CHiCAGO background model. The expected distribution was derived by taking samples from the null model, then kernel smoothing the resultant histogram to form a curve for visualisation purposes

In addition to Brownian collisions, background in CHi-C is generated by assay artefacts, such as sequencing errors. We model this “technical noise” component as a Poisson random variable whose mean depends on the properties of interacting fragments but is independent of genomic distance between them.

We further assume that these two sources of background counts are independent. Therefore, the combined background distribution can be obtained as a convolution of negative binomial (Brownian collisions) and Poisson (technical noise) distributions that is known as the Delaporte distribution.

We first construct this null distribution from the data in a robust way, based on all possible fragment pairs (including those that have zero observed read counts). 

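Promoter CHi-C enriches a Hi-C library for *Hin*dIII fragments that carry promoters, which serve as the baits, and was carried out in the human lymphoblastoid cell line GM12878 with 3 biological replicates and in mESCs with 2. The paper reports 46542745, 118813226 and 73881698 unique captured read pairs for the GM12878 replicates, together 239237669, and 59963697 and 82026534 for the mESC replicates, together 141990231. The authors mapped the read pairs and removed artefacts and duplicates with HiCUP, combined the replicates of each cell type into 1 mean read count per fragment pair, weighted by sample size and rounded, and ran CHiCAGO under default settings. The deposited lists give the bait, the other end, this read count and the CHiCAGO score of every call with a score of at least 5, and hold 92929 calls for GM12878 and 101841 calls for mESCs. Each cell type thus has a single set of calls, from which no spread between replicates can be computed. Intervals for these data were computed from the counts of calls (Wilson) or by resampling baits 1000 times, and cover neither variation between replicates nor the dependence between calls of neighbouring fragments. A pair of baited fragments called from both ends is listed as 2 calls, and calls were counted as listed. Distances were taken between fragment midpoints, as in Additional file 1. All 56775 distinct fragments listed for GM12878 were *Hin*dIII fragments of hg19, and all 52640 listed for mESCs were *Hin*dIII fragments of mm9.
In GM12878 cells, the bait with a transcription start of *VEZF1* lies on chromosome 17 of hg19, from 56062994 to 56067461. It had 16 calls at a median distance of 128 kb, on a median of 47.5 reads per call. The call with the highest score, 17.8, rested on 65 reads and reached a fragment from 55937307 to 55947965, 123 kb away, with a transcription start of *CUEDC1*. This fragment is not listed as a bait. Other called fragments, such as that from 55976235 to 55985140, also held a transcription start of *CUEDC1*. The call on the most reads, 173, spanned 4.63 kb and had a score of 5.45. The bait with a transcription start of *RGS22* lies on chromosome 8, from 101133618 to 101148442. Its 8 calls spanned 409.7 to 455 kb, rested on 16 to 34 reads each and reached fragments in and around *ANKRD46* and *SNX31*. The highest of their scores, 11.4, belonged to a fragment that overlaps an exon of *SNX31*, from 101586343 to 101589566, with 25 reads. Sub-threshold interactions were not used here.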

We then find the pairs with counts that greatly exceed the expected background level (Fig. 2; as described in the next section). The full mathematical specification of the algorithm is given in Additional file 1.

#### Background estimation in asymmetrical interaction matrices

A practical advantage of the two-component background model is that the Brownian and technical normalisation factors can be estimated on separate subsets of data, each of which predominantly represents only one background component.

The dependence of background levels on the distance between fragments is particularly apparent at relatively short genomic distances (up to ~1–2 Mb), where the read counts considerably exceed those observed at longer ranges and for *trans*-chromosomal interactions. Thus, within this range, counts arising from Brownian collisions largely dominate over technical noise and, hence, the Brownian component can be estimated while ignoring the technical noise. By borrowing information across all interactions in this distance range, we can infer Brownian component parameters precisely (Fig. 4; Additional file 2: Figure S1). We follow Imakaev et al. [8] in assuming that fragment-level biases have a multiplicative effect on the expected read counts for each fragment pair. However, we estimate “bait-specific” and “other end-specific” bias factors differently, accounting for the asymmetry of CHi-C interaction matrices.

**Fig. 4:**
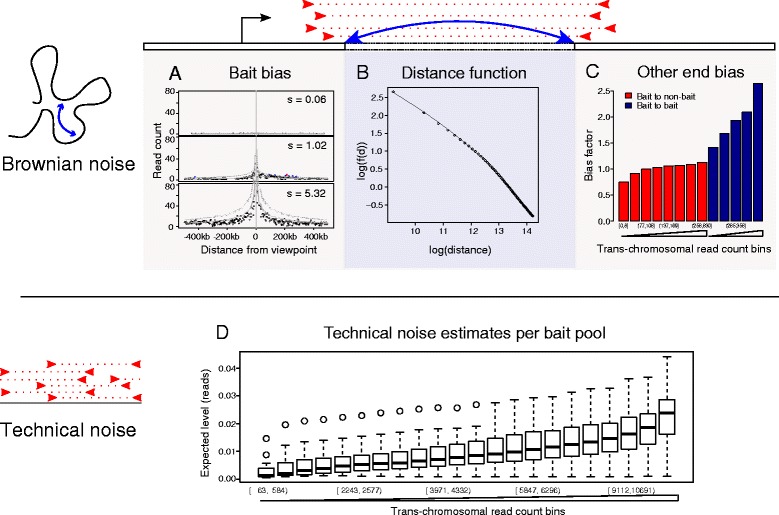
Sources of background counts and bias accounted for by the CHiCAGO model, illustrated with GM12878 data. **a**–**c** Different factors that the Brownian background component models: **a** multiplicative bait-specific bias (shown are three representative distance profiles for three different values of the bait-specific bias factor); **b** distance dependency, plotted on a log–log scale; **c** multiplicative other-end bias (each bar represents a pool of other ends defined by a range of *trans*-chromosomal read pairs accumulated by each other end; bait-to-bait interactions are pooled separately). **d** Technical noise is estimated separately for each combination of bait and other-end pools, with pool membership defined by the number of accumulated *trans*-chromosomal read pairs. Here, we show the technical noise level estimates for each bait-other end pool combination, grouped together by bait pool

The bait-specific factors reflect the technical biases of both Hi-C and sequence capture, as well as local effects such as chromatin accessibility. We estimate these factors in a way that is robust to the presence of a small fraction of interactions in the data. Figure 4a provides examples of three baits with very diverse bias factors, illustrating that local read enrichment correlates with the bias factor.

Estimating other end-specific bias factors poses a challenge, as the majority of interactions are removed at the capture stage that enriches for only a small subset of interactions with baits. We assume that the overall fragment-level read count corresponding to *trans*-chromosomal pairs primarily reflects the general “noisiness” of a fragment (a similar approach has been taken independently in Dryden et al. [6]). While we do not preclude the presence of individual *trans*-chromosomal interaction signals, our reasoning that the overall per-fragment levels of *trans*-chromosomal pairs are dominated by noise is supported by evidence from Hi-C and random ligation control data (Additional file 2: Figure S2). We therefore pool fragments according to this property and estimate bias factors for each pool. As expected, bias factors are higher for fragments associated with higher numbers of *trans*-chromosomal read pairs (Fig. 4c). Similarly, baits detected at the “other ends” of bait-to-bait pairs had higher background levels than non-baits, as expected given the preferential recovery of “double-baited” ligation products at the capture stage.

In parallel, we compute the dependence between the Brownian background component and linear chromosomal distance (plotted in Fig. 4b for GM12878 CHi-C data). It can be seen that this dependence approximately follows a piecewise power law, consistent with previous studies on the subject, both theoretical and experimental [18, 19]. We further show by cross-validation that the estimate of this dependence is stable (Additional file 2: Figure S3) and, therefore, unlikely to be influenced by bait-specific or interaction-specific signals.

To estimate the magnitude of technical noise, we again use the per-fragment total *trans*-chromosomal read pairs (see “Methods”). In doing so, we assume that the contribution of true signals from specific *trans*-chromosomal looping interactions, as well as from Brownian collisions between chromosomes to the total *trans*-chromosomal counts, is negligible for the reasons outlined above (Additional file 2: Figure S2). Indeed, as we see in Fig. 4d, the expected level of technical noise is typically a small fraction of a count.

The estimated parameters of both background components are then combined into the Delaporte distribution. In Additional file 2: Figure S4 we show evidence that CHiCAGO’s parameter estimation procedures are robust in the presence of undersampling; the implications of undersampling in CHi-C data are further examined in the “Discussion”. After appropriate normalisation and bias correction, we detect fragment pairs showing read coverage higher than expected under the Delaporte assumptions with a one-tailed hypothesis test.

#### Weighted multiple testing correction for Capture Hi-C

For a typical mammalian genome, we test billions of hypotheses—one for each possible bait-other end pair. As a result, the *p* values must be corrected to account for multiple testing. Standard multiple testing procedures assume that interactions are equally likely at all distances. In CHi-C data, however, we perform far more tests to verify the significance of interactions at large distances, where we would expect considerably fewer true interaction events. Consistent with this, the use of a single *p* value threshold leads to results that consist mostly of erroneous distal and *trans*-chromosomal counts (Fig. 5b, c).

**Fig. 5:**
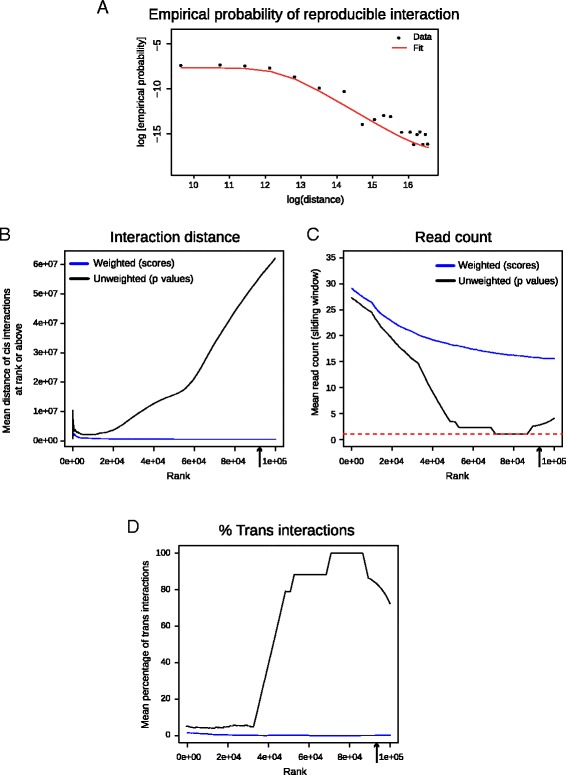
CHiCAGO multiple testing approach schematic. **a** Empirical probability of reproducible interaction (used to generate weight profiles) as a function of interaction distance, generated on two replicates of GM12878 cells, assessed for the 100,000 top-scoring interactions. **b**–**d** The effects of applying *p* value weighting to the GM12878 data. The *arrow* on the *x-axis* indicates the number of significant interactions called in the weighted data. Upon applying weighting, we see a decrease in the interaction distance amongst *cis*-interactions (**b**). *P* value weighting increases the mean read count of called interactions (**c**) and decreases the prevalence of *trans*-chromosomal interactions (**d**)

To address this issue, the long-range and *trans*-chromosomal interaction tests need to be more stringent than the short-range ones. We achieve this with an approach based on *p* value weighting [15, 20]. This procedure permits a smooth change of behaviour with distance, thereby bypassing the need to choose a hard distance threshold. Briefly, we assign each fragment pair a weight, estimating how probable it is that the fragments interact. The weights are then used to adjust the *p* values (see Additional file 1 for full specification). *P* value weighting can be seen as a simplified version of the empirical Bayesian treatment, with weights related to prior probabilities. One practical advantage of this method for our framework is that it avoids the need to make specific assumptions about the read count distribution of true interactions, which would be required for computing Bayes factors.

The optimal choice of weights depends on the relative abundance of true positives at each bait–other end distance. We estimate this abundance by assessing reproducibility across samples and fitting a bounded logistic curve to the observed reproducibility levels at different distances. Generally similar weight profiles were obtained in GM12878 cells and mESCs, and swapping them between these two datasets yielded highly correlated score profiles (Fig. 5a; Additional file 2: Figure S5). This is consistent with our expectation that weights are largely independent of specific cell type and organism given comparable genome sizes, as they predominantly reflect the overall distance distribution of true interactions. Emerging multi-replicate CHi-C datasets will further refine our weight estimates and enable a more comprehensive assessment of their dependence on the particulars of the model system.

We illustrate the impact of the weighting procedure on GM12878 and mESC CHi-C data by comparing the properties of the 100,000 top-scoring interactions, called either with or without weighting. The reproducibility of interaction calls decreases with bait–other end distance (Fig. 5a; Additional file 2: Figure S5a). As a result, the “weighted” significant interactions generally span a much shorter range than the unweighted ones (Fig. 5b; Additional file 2: Figure S5b). This is consistent with the biological expectation that promoter-interacting regions, such as enhancers, are enriched in the relative vicinity of their targets. 

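The deposited lists hold weighted calls, and the unweighted ones were not analysed here. In GM12878 cells, the median distance of the 92641 *cis*-chromosomal calls was 173703 bp (95% interval 170609.8 to 176626 bp, by resampling baits). The 101262 *cis*-chromosomal calls of mESCs had a median distance of 139062 bp (136618 to 141514 bp). Calls under 100 kb made up 29.8% of all calls in GM12878 cells and 39.0% in mESCs, and calls of 100 to 500 kb made up 61.5% and 51.4%. Only 0.109% of the calls in GM12878 cells and 0.681% of those in mESCs were *cis*-chromosomal and spanned over 10 Mb. Among the 10000 calls with the highest scores, the median *cis*-chromosomal distance was 144 kb in GM12878 cells and 104 kb in mESCs, and the mean was 425 and 913 kb. Among the first 1000 calls, the medians were 143 and 161 kb, the latter the longest of the ranks examined in mESCs. Over the 90000 calls with the highest scores, the medians were 173 and 136 kb and the means 275 and 449.9 kb. Of the alternatives tried, a score threshold of 10 moved the median distance of all listed calls most, to 148307.5 bp in GM12878 cells and 109535.5 bp in mESCs. From the shorter range of the weighted calls, the paper proposes that weighting follows the biological expectation that regions such as enhancers are enriched near their target promoters.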

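The listed calls rested on a mean of 19.9 reads in GM12878 cells (95% interval 19.7 to 20.1, by resampling baits) and 19.7 reads in mESCs (19.5 to 20.0). The median was 16 reads in GM12878 cells and 13 reads in mESCs. Read counts were higher among the calls with higher scores. In a window of 10000 calls around rank 10000, the mean was 25.5 reads in GM12878 cells and 27.8 in mESCs. Around rank 90000, it was 15.9 and 14.5 reads. With the score threshold raised to 10, the setting that moved the mean most, the mean was 27.6 reads in GM12878 cells and 31.9 in mESCs.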

Another consequence of the weighting procedure is that the average read count is much higher in the weighted calls (Fig. 5c; Additional file 2: Figure S5c). 

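The lowest read count among the listed calls was 3 in GM12878 cells and 2 in mESCs. There was thus no call on 1 read pair in either cell type, and a count of 0 allows a share of up to 0.00323% of calls in GM12878 cells and 0.00295% in mESCs. These limits, 3 calls of each total, cover counting error only. The read counts are the rounded means over replicates described above, so a call can rest on more read pairs than its listed count. The alternatives only leave out calls, so they could not change this share.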

Strikingly, many of the unweighted calls are based on only one read pair per interaction. As the vast majority of fragment pairs attract no reads at all, low *p* values for single read-pair interactions are expected. However, due to the very large number of possible fragment pairs (approximately 18.5 billion in both the GM12878 and the mESC data), we still expect thousands of single read-count calls to be generated by technical noise. These spurious calls, the majority of which correspond to *trans*-chromosomal pairs (Fig. 5d; Additional file 2: Figure S5d), are generally non-reproducible and are therefore excluded by the weighting procedure.

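Cutting the reference genomes at every *Hin*dIII site gave 837157 fragments over 24 chromosomes of hg19 and 823373 fragments over 21 chromosomes of mm9. The paper's numbers of captured baits are 22076 for GM12878 and 22459 for mESCs. Every bait paired with every fragment makes 18481077932 pairs in GM12878 cells and 18492134207 in mESCs.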

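Among the weighted calls, *trans*-chromosomal pairs made up 0.310% in GM12878 cells (288 calls, Wilson 95% interval 0.276 to 0.348%) and 0.569% in mESCs (579 calls, 0.524 to 0.617%). Their read counts had a median of 5 in GM12878 cells and 4 in mESCs. The share was higher among calls with high scores, at 6.1% of the 1000 highest-scoring calls in GM12878 cells and 11.2% in mESCs. A score threshold of 10 moved the share most, to 1.25% in GM12878 cells and 2.13% in mESCs. The calls are not evenly spread over the genome: 219 of the *trans*-chromosomal calls in GM12878 cells and 157 of those in mESCs lay in pairs of 1-Mb areas with at least 10 such calls each.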

In conclusion, the *p* value weighting procedure implemented in CHiCAGO provides a multiple testing treatment that accounts for the differences in true positive rates at different bait–other end distances, thus improving the reproducibility of interaction calls.

### Promoter interactions detected by CHiCAGO: validation and key properties

We validated CHiCAGO by assessing the functional properties of significant interactions detected with it in human GM12878 cells [3] and mESCs [4] under default settings and a score threshold of 5. Table 1 displays summary statistics for each sample, showing the generally similar numbers of detected significant interactions, both overall and per bait, despite the differences in the organism and cell type between them.

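Per captured bait, the mean number of listed calls was 4.21 in GM12878 cells (95% interval 4.12 to 4.30, by resampling baits) and 4.53 in mESCs (4.45 to 4.63). At least 1 call was listed for 15389 baits in GM12878 cells, 69.7% of those captured, and for 16265 baits in mESCs, 72.4%. Counted once per fragment pair, there were 88667 interactions in GM12878 cells and 94150 in mESCs, or 4.02 and 4.19 per captured bait. The browser version of the lists, which gives each pair once, held the same number of pairs for GM12878 and 94148 pairs for mESCs. The setting that moved the number of calls most was a score threshold of 10, at which 15132 calls in GM12878 cells and 17259 in mESCs were left.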

**Table 1:** The properties of CHiCAGO-detected interactions in human lymphoblastoid cell line GM12878 and mESCs

	GM12878	mESC
Number of captured baits	22,076	22,459
Total number of unique captured read pairs	Rep 1: 46,542,745	Rep 1: 59,963,697
	Rep 2: 118,813,226	Rep 2: 82,026,534
	Rep 3: 73,881,698	
Number of significant interactions	88,667	94,148
Mean number of significant interactions per bait	4.02	4.19
Median distance of *cis*-chromosomal interactions	173,365 bp	138,077 bp

Input read pairs are given per biological replicate (*Rep*). Default settings and a score threshold of 5 were used in interaction calling, performed jointly on all replicates

#### Enrichment for regulatory features

We first assessed the enrichment of promoter-interacting fragments for histone marks associated with active (H3K4me1, H3K4me3, H3K27ac) and repressed (H3K27me3, H3K9me3) chromatin, as well as for the binding sites of CTCF, a protein with a well-established role in shaping nuclear architecture [21]. To this end, we compared the observed and expected numbers of promoter-interacting fragments overlapping with these features. To estimate the expected degree of overlap, we drew multiple permutations of the promoter–other end pairs not detected as interacting, such that the overall distribution of their spanned distances matched the distribution for the true interactions.

Figure 6 shows the observed and expected numbers of CHiCAGO other ends (yellow and blue bars, respectively) that overlap with the regulatory features in GM12878 and mESCs (panels a and b, respectively). Consistent enrichments over expected values were found for active histone marks (H3K4me1, H3K4me3, H3K27ac) in both cell types, in line with the expectation that looping interactions preferentially link promoters and remote regulatory regions such as enhancers. We also found that promoter-interacting fragments were strongly enriched for CTCF binding sites, as previously reported [9, 21]. Interestingly, promoter-interacting fragments were also enriched for repressed chromatin marks, in particular for H3K27me3 in mESCs, supporting the role of Polycomb in shaping nuclear architecture in this cell type [5].

**Fig. 6:**
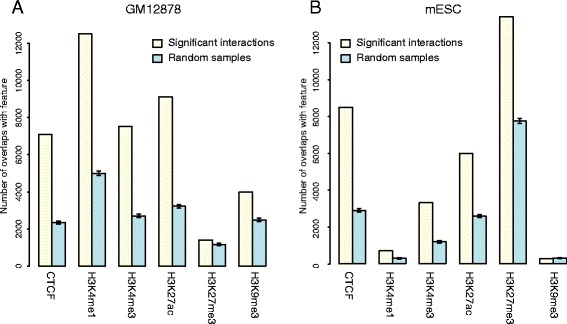
Chromatin features of promoter-interacting fragments detected using CHiCAGO. *Yellow bars* indicate overlaps with *cis*-interacting fragments within 1 Mb of promoter baits; *blue bars* indicate expected overlap values based on 100 random subsets of *Hin*dIII fragments. These subsets were selected to have a similar distribution of distances from gene promoters as the interacting fragments. **a** GM12878 CHi-C data. Chromatin features are obtained from the ENCODE project [61]. **b** mESC CHi-C data. Chromatin features are obtained from the mouse ENCODE project [62]. These plots are generated automatically by the CHiCAGO pipeline. Error bars represent 95 % confidence intervals

Assessing the enrichment of promoter-interacting fragments for known regulatory features can serve as a useful quality control for CHi-C samples. To this end, CHiCAGO automatically generates enrichment bar plots similar to Fig. 6 for each sample, integrating interaction calls with user-specified genomic annotations, such as ChIP-seq peaks.

#### Enrichment for genome-wide association study SNPs

The majority of disease-associated SNPs identified in genome-wide association studies (GWAS) localise to non-coding regulatory regions, away from annotated promoters, posing a significant challenge in identifying their putative target genes [22]. We asked whether promoter-interacting regions detected by CHiCAGO in human cells are enriched for GWAS SNPs, which would potentially reflect their presence in long-range regulatory sequences and thus suggest a putative functional role in disease.

We assessed the enrichment of promoter-interacting regions in GM12878 cells for sets of GWAS catalogue SNPs from Maurano et al. [22]. These sets reflect the grouping of GWAS traits into broader categories, such as autoimmune disease (AI), neurological/behavioural traits (NB) and kidney/liver/lung disorders (KLL). We used the software package GoShifter (*G*enomic Ann*o*tation *S*hifter) [23], which infers the significance of overlap by locally shifting genomic annotations (in our case, the “other ends” of CHiCAGO-detected promoter interactions), thus reducing the effect of genomic biases and linkage disequilibrium structure. We observed a significant enrichment of CHiCAGO “other ends” for SNPs associated with autoimmune diseases (GOShifter *p* = 0.001) but not with kidney/liver/lung disorders (*p* = 0.876) or neurological/behavioural traits (*p* = 0.742). This selective enrichment for autoimmune SNPs is consistent with GM12878 being a lymphocyte-derived cell line and replicates the original findings of Mifsud et al. [3].

We further confirmed that the enrichment for AI disease-associated SNPs was specific to promoter-interacting fragments. We used the same approach as in the previous section to generate 100 random samples of distance-matched “negative” (non-significant) interactions and tested the other ends of these interactions for SNP enrichment. The enrichment for AI-associated SNPs was selectively observed in the “true” set but not in the “negative” set and neither set was enriched for the NB- and KLL-associated SNPs (Fig. 7).

**Fig. 7:**
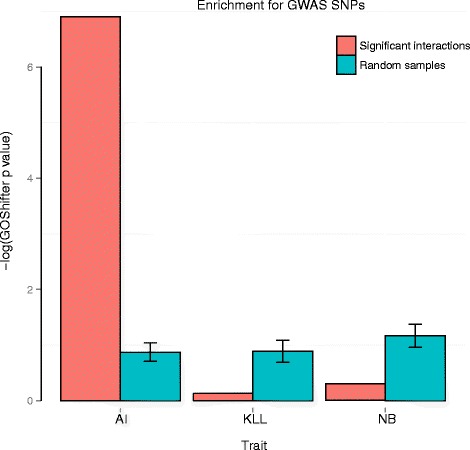
Significant enrichment for GWAS SNPs at CHiCAGO-detected promoter-interacting regions in human lymphoblastoid cells. Enrichment for SNPs associated with autoimmune diseases (AI), and kidney/liver/lung (KLL) and neurological behaviour (NB) disorders [22] in the CHiCAGO-detected interactions in the GM12878 cell line. The bar plot shows *p* values for the enrichment of each disorder; *red bars* indicate *p* values computed in interacting fragments; *blue bars* indicate *p* values computed in 100 random subsets of *Hin*dIII fragments selected to have a similar distribution of distances from gene promoters as the interacting fragments. This analysis was performed using the software package GoShifter (*G*enomic Ann*o*tation *S*hifter) [23]

Taken together, these results demonstrate the power of using CHi-C data to link GWAS SNPs with their putative target genes in a cell type-specific and high-throughput manner. We expect this to be one of the key applications of CHi-C in future clinical studies.

#### Capability to drive transgene expression in vivo

TRIP (Thousands of Reporters Integrated in Parallel) is a novel experimental technique to assess the influence of local chromatin context on gene expression. In TRIP analysis, a barcoded transgene reporter is randomly integrated into thousands of genomic locations in parallel and the transcriptional activity at each location is then monitored. Here we integrated the published TRIP analysis dataset in mESCs [24] with the CHiCAGO mESC calls [4], comparing the transcriptional activity at promoter-interacting regions with the activity elsewhere, over a range of genomic distances.

Consistent with the observation from the original TRIP study, we found that the distance from the nearest promoter was a strong determinant of transgene expression levels (Fig. 8). However, transgenes mapping to promoter-interacting fragments consistently showed higher expression levels across the whole range of genomic distances, as confirmed by linear regression (effect size = 0.825; Wald test *p* < 0.001). This result provides functional evidence that CHiCAGO-detected promoter-interacting fragments preferentially possess transcriptional regulatory activity.

**Fig. 8:**
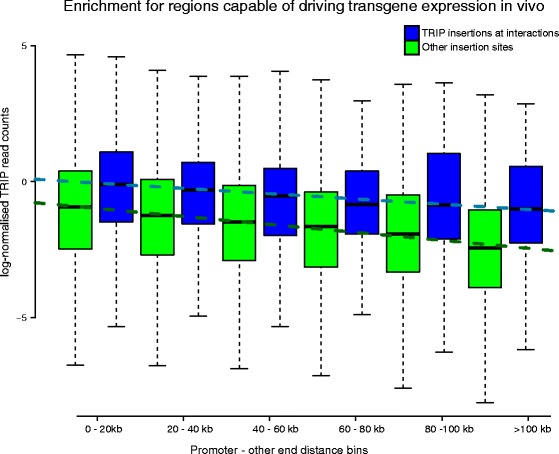
Enrichment of promoter-interacting fragments for regions capable of driving transgene expression in mESCs. TRIP (Thousands of Reporters Integrated in Parallel) assesses the influence of local chromatin context on gene expression. This is achieved by integrating a barcoded transgene reporter into thousands of genomic locations in parallel and monitoring the transcriptional activity at each location [24]. Normalised RNA read counts from reporter insertions are separated according to (i) their overlap with *Hin*dIII fragments engaging or not in interactions; (ii) their promoter-other end distance. For non-interacting *Hin*dIII fragments, distance is measured from the nearest promoter in the linear sequence. *Blue* and *green box plots* indicate read count summary statistics for promoter-interacting and non-interacting *Hin*dIII fragments, respectively. Each *dashed line* shows the regression of median log-normalised read counts against promoter-other end distance bin, considering promoter-interacting (*blue*) and non-interacting (*green*) *Hin*dIII fragments separately

#### Promoter–promoter networks

Interactions where both fragment ends are baited (referred to as “bait-to-bait interactions”) represent contacts between gene promoters. These interactions are of special interest because they may help to identify sets of co-regulated genes recruited to either shared transcription factories [25] or repression networks such as those mediated by Polycomb proteins [5].

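An other end was taken as baited if the lists gave it as the bait of some call or under a bait's name. By this rule, 29.4% of the calls in GM12878 cells (27354 calls, Wilson 95% interval 29.1 to 29.7%) and 36.3% of those in mESCs (37011 calls, 36.0 to 36.6%) were bait-to-bait. The share was lower among *trans*-chromosomal calls, at 1.74% (0.744 to 4.00%) in GM12878 cells and 14.2% (11.6 to 17.2%) in mESCs. These calls are clustered, with 219 of 288 in 6 pairs of 1-Mb areas in GM12878 cells and 157 of 579 in 4 in mESCs. The intervals do not allow for this, and in GM12878 cells the share mainly describes these few areas. Among *cis*-chromosomal calls, the median distance in GM12878 cells was 174475.5 bp for bait-to-bait and 173303 bp for bait-to-non-bait interactions. In mESCs, these medians were 152496 and 130960.5 bp. A score threshold of 10 moved the share of bait-to-bait calls most, to 44.7% in GM12878 cells and 47.7% in mESCs.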

As an illustration of CHiCAGO’s potential in identifying sets of co-regulated genes, we show CHiCAGO-detected bait-to-bait interactions involving histone promoters present on chromosome 6 in GM12878 cells (Fig. 9). 

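In the region of chromosome 6 drawn in Fig. 9, 62 baited fragments had a call in GM12878 cells, and 39 of them carried a gene symbol that begins with HIST1H. These histone baits lay between 25881345 and 27864923 of hg19. Calls joined 641 distinct pairs of the 62 baits. A histone promoter stood at both ends of 527 pairs, which is 71.1% of all pairs that the histone baits can form. Pairs of a histone and another promoter numbered 85, or 9.48% of those possible, and 29 pairs, or 11.5%, joined other promoters. When the histone labels were permuted 100000 times over the 62 baits, the mean number of histone pairs was 251 ± 33.3 (SD), and the two-sided p was 2e-05, the smallest that these permutations can give. Neighbouring baits are not independent. When the labels were instead shifted along the region, which keeps their order, the mean was 253 ± 63.6 (SD), and p was 0.0323, the smallest that the 61 shifts allow. More histone than other promoters were contacted by 38 of the 39 histone baits. The fragments of the 527 pairs lay a median of 829.9 kb apart, and over 1 Mb apart in 232 pairs. A score threshold of 10 moved the number of histone pairs most, to 363 against a permuted mean of 151. Histone genes resemble each other in sequence, so calls were also counted at neighbouring fragments with no bait and no alignment to a histone bait. Of 2003 possible pairs of such a fragment and a distant histone bait, 9.94% were called. The share was 0.657% of 2587 with a distant bait of another gene. At 300 to 500 kb, 0 of 182 were called from histone baits and 13 of 495 from others. Reads shared between histone genes could also give such calls, so the count cannot exclude them. The paper proposes that bait-to-bait interactions may help to identify sets of co-regulated genes recruited to shared transcription factories or repression networks.

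**Figure D1:**
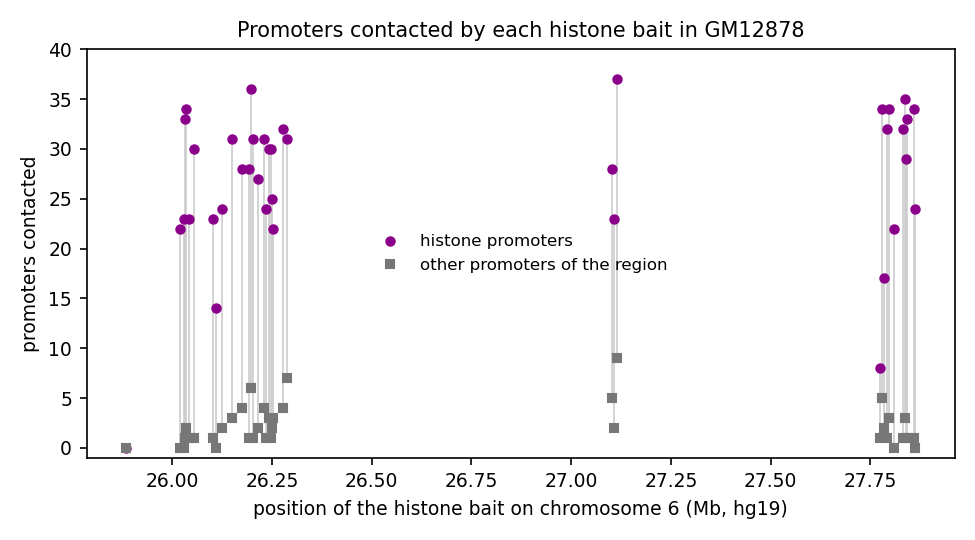
Number of promoters contacted by each of the 39 histone baits of the region in GM12878 cells, against the position of the bait on chromosome 6 of hg19 in Mb. Circles give contacted histone promoters and squares other promoters of the region, and the circle lies above the square for 38 baits.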

We see that histone promoters frequently interact with other histone promoters, more so than with promoters of other genes in the same genomic region, consistent with previous observations [4, 26, 27].

**Fig. 9:**
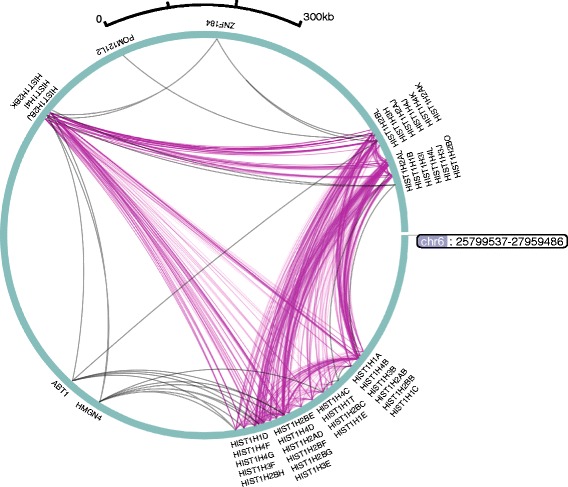
Circlet view of promoter–promoter interactions for histone genes in GM12878 cells. Interactions where histone gene promoters are engaged at both fragment ends are shown in *dark magenta*. Interactions where histone gene promoters are interacting with non-histone gene promoters are shown in *grey*. The WashU EpiGenome Browser [58, 59] was used to create this figure

#### Extremely long-range promoter interactions map within broader Hi-C contact regions

We took advantage of the pre-capture Hi-C dataset in mESCs [4] to compare CHiCAGO-detected interactions in Promoter CHi-C with the broader-scale interaction signals detectable in Hi-C. The Promoter CHi-C dataset has over tenfold higher coverage at promoters compared with the respective Hi-C sample [4] and thus we would expect a corresponding increase in the sensitivity of detecting promoter-containing interactions. 

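The Hi-C data come from 1 library of mESCs, so no spread between replicates can be given. The authors mapped it with HiCUP to mm9 and called interacting bin pairs with HOMER, and the deposited lists give the read pairs that join 2 bins, the number expected from coverage and distance, and an adjusted p-value (FDR). The lists hold 62666 pairs of 25-kb bins and 14248 *cis*- and 10899 *trans*-chromosomal pairs of 1-Mb bins. The depth of the library was summed over the 2527 listed 1-Mb bins, which together held 154765098 read ends, with a median of 63524 per bin. The lists also include pairs above the paper's threshold, among them 47633 pairs of 25-kb bins with an FDR of 1, and the pairs with an FDR under 0.05 were kept. These were 6135 pairs of 25-kb bins, joined by a median of 34 read pairs where 10.1 were expected. The 1-Mb bins kept 13619 *cis*-chromosomal pairs, with a median of 144 read pairs where 82.4 were expected, and 7060 *trans*-chromosomal pairs, with 36 where 16.3 were expected. A CHi-C interaction was counted within a bin pair when the midpoints of its fragments lay in the 2 bins. Expected shares were the mean of 100 permutations made as the Methods describe, with *cis*-chromosomal interactions moved across baits at their own distances and *trans*-chromosomal ones moved across chromosomes at their relative positions. The smallest one-sided p that these permutations can give is 0.0099.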

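Of the mESC interactions under 1 Mb, 11.6% lay within a pair of 25-kb Hi-C bins (11350 of 97826, Wilson 95% interval 11.4 to 11.8%), and 88.4% lay outside. The permutations gave 3.13 ± 0.0449% (SD) within (one-sided permutation p = 0.0099, the smallest possible). By distance, the share was highest under 100 kb, at 14.3%, fell to 7.29% at 300 to 400 kb and was 14.0% from 600 kb to 1 Mb. It exceeded the permuted share in each of the distance classes tried, and the permuted share fell from 5.53% under 100 kb to 0.159% from 600 kb to 1 Mb. The share rose with the CHiCAGO score, from 6.08% of interactions with a score of 5 to 6 to 8.90% at 6 to 8, 13.2% at 8 to 10, 23.2% at 10 to 20 and 60.1% at 20 or more. The median distance fell over the same classes, from 153208 to 79838 bp. The use of every listed bin pair, a setting chosen after the data had been seen, moved the overall share most, to 29.9% against 10.8% in its permutations. Among the alternatives chosen before, a score threshold of 10 moved it most, to 28.5%.

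**Figure D2:**
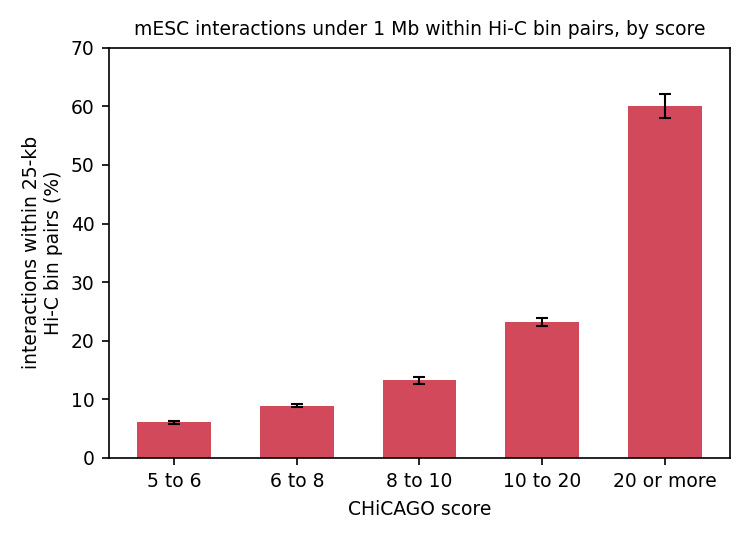
Share of mESC CHi-C interactions under 1 Mb that lay within a pair of 25-kb Hi-C bins with an FDR under 0.05, in percent, by class of CHiCAGO score. Bars start at 0, error bars are Wilson 95% intervals, and the share rises from 6.08% to 60.1%.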

Consistent with this, while some stronger interactions in the short range (<1 Mb) could be visually distinguished on Hi-C interaction matrices (Fig. 10a), more than 80 % of CHi-C interactions in this range localised away from Hi-C interacting regions detected with HOMER [28] at a 25-kb resolution (Fig. 10b). In contrast, we found that more than 80 % extremely long-range (>10 Mb) *cis*-chromosomal interactions and 45 % *trans*-chromosomal interactions mapped within the broader (1 Mb-wide) Hi-C contact areas (Fig. 10c). However, only a small minority of these megabase-scale contact areas contained CHi-C interactions (~3 % of >10 Mb *cis*-chromosomal and ~0.5 % *trans*-chromosomal, as illustrated in Fig. 10d and Additional file 2: Figure S6). 

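Within the 1-Mb Hi-C bin pairs lay 81.8% of the *cis*-chromosomal interactions over 10 Mb (568 of 694, Wilson 95% interval 78.8 to 84.5%), against 13.4 ± 1.23% (SD) in the permutations (one-sided permutation p = 0.0099, the smallest possible). Among *trans*-chromosomal interactions, 44.0% (255, interval 40.1 to 48.1%) lay within them, against 0.575 ± 0.295% in the permutations, with the same p. Interactions of 1 to 10 Mb lay within them in 53.7% of cases (1472 of 2742, interval 51.8 to 55.5%), against 15.8 ± 0.635%. The intervals treat interactions as independent, and several interactions can share a bin pair. With each pair of 1-Mb bins counted once, a setting chosen after the data had been seen and the one that moved the *trans*-chromosomal share most, the share was 18.0% against 0.399% in its permutations.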

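Of the 11083 *cis*-chromosomal Hi-C bin pairs over 10 Mb apart, 100 contained a CHi-C interaction, which is 0.902% (Wilson 95% interval 0.742 to 1.10%). Of the *trans*-chromosomal bin pairs, 56 contained one, which is 0.793% (0.611 to 1.03%). A score threshold of 10 moved the *cis*-chromosomal share most, to 0.379%, and an FDR under 0.01 in the Hi-C data moved the *trans*-chromosomal share most, to 1.41%. Between chromosomes 6 and 11, the Hi-C data gave 43 interacting bin pairs and the CHi-C data 41 fragment pairs. The bins that start at 66 Mb on chromosome 6 and at 46 Mb on chromosome 11 held 36 of these fragment pairs, and all 36 lay within a Hi-C bin pair. The other 5 fragment pairs fell in 4 pairs of bins, none of which was a Hi-C bin pair. Within chromosome 6, 76 of 84 CHi-C fragment pairs over 5 Mb lay within the 833 Hi-C bin pairs. Within chromosome 11, 156 of 164 lay within 636 bin pairs.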

Taken together, these results are consistent with a high specificity and resolution of CHiCAGO long-range interaction calling. 

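Split by distance, the *cis*-chromosomal interactions of mESCs within 1-Mb Hi-C bin pairs were 80.2% at 10 to 20 Mb (182 of 227), 80.4% at 20 to 30 Mb (189 of 235), 88.1% at 30 to 40 Mb, 90.8% at 40 to 50 Mb (69 of 76) and 70.9% over 50 Mb (39 of 55). The permuted shares lay between 7.35 ± 3.69% (SD), over 50 Mb, and 14.7 ± 2.31%, at 10 to 20 Mb. The Wilson 95% interval over 50 Mb, 57.9 to 81.2%, overlapped the interval at 10 to 20 Mb, 74.5 to 84.8%, and lay below the interval at 40 to 50 Mb, 82.2 to 95.5%. With each fragment pair counted once, it also lay below, at 52.5 to 79.5% against 82.7 to 97.1%. At a score threshold of 10, the interval over 50 Mb, 49.1 to 87.5% (13 of 18), overlapped that at 40 to 50 Mb, 52.7 to 90.4% (13 of 17). All these intervals treat interactions as independent, although several can share a pair of 1-Mb bins. They therefore cannot decide whether the distance classes differ. From the low overlap at 25-kb resolution, the high overlap in 1-Mb areas and the small share of these areas with an interaction, the paper proposes that CHiCAGO calls long-range interactions with high specificity and resolution.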

At the same time, they warrant a further examination of the relationship between specific looping interactions and higher-order chromosomal contacts.

**Fig. 10:**
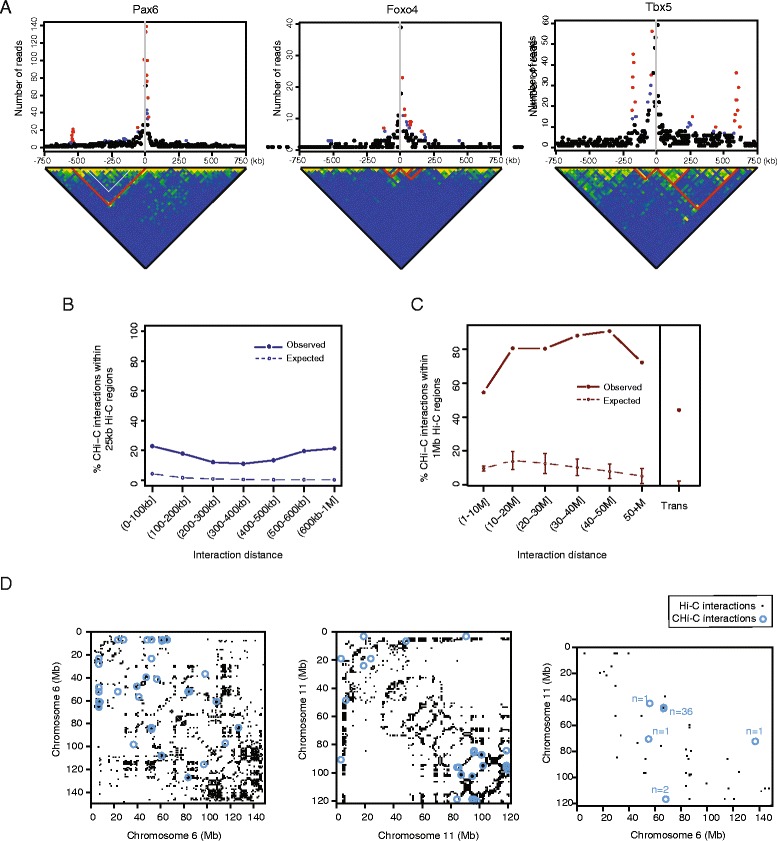
Comparison of interactions detected in CHi-C and Hi-C data. **a** *Top panels*: plots showing the read counts from bait–other end pairs within 750 kb (upstream and downstream) of three baits, containing the *Pax6*, *Foxo4* and *Tbx5* promoters (from *left* to *right*). Significant interactions detected by CHiCAGO (score ≥5) are shown in *red*, and sub-threshold interactions (3 ≤ score < 5) are shown in *blue. Bottom panels*: raw Hi-C matrices at 25-kb bin resolution within the corresponding 1.5-Mb regions. The *bottom corners* of the *red lines* indicate example bin pairs, within which significant interactions were detected in the CHi-C data. **b** Mapping of short-range (<1 Mb) CHi-C interactions within 25-kb interacting bins detected in the Hi-C data. *Filled circles* show the observed fraction of CHi-C interactions mapping within the Hi-C interacting bins; *open circles* show the expected fraction estimated by a permutation strategy accounting for genomic structure (see “Methods” for details). The standard deviations across 100 permutations are not shown as they are smaller than point size. **c** Mapping of long-range (>1 Mb) CHi-C interactions within 1-Mb interacting bins detected in the Hi-C data. *Filled circles* show the observed fraction of long-range *cis-* and *trans*-chromosomal interactions detected in the CHi-C data that map within the Hi-C interacting bins. *Open circles* show the expected fraction estimated by a permutation strategy accounting for genomic structure (see “Methods” for details). *Error bars* show standard deviation across 100 permutations. **d** The overlap of long-range (>5 Mb) interacting fragment pairs detected in CHi-C data (*blue circles*) and interacting 1-Mb bin pairs detected in the Hi-C data (*black squares*) on chromosomes 6 (*left*) and 11 (*centre*) and for *trans-*interactions between these chromosomes (*right*). All panels present pre-capture mESC Hi-C data from [4]

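In mESCs, the *Pax6* bait lies on chromosome 2 of mm9, from 105507172 to 105509343, and had 19 calls. Of its 18 calls under 1 Mb, 12 lay within a 25-kb Hi-C bin pair. The call with the highest score, 40.3 on 36 reads, reached a baited fragment 541 kb away, from 104965451 to 104969499, with a transcription start of *Wt1*. The longest call of *Pax6* spanned 30973 kb, on 6 reads and with a score of 16.4, to a fragment with a transcription start of *Hoxd9*. The *Tbx5* bait lies on chromosome 5, from 120281879 to 120285542, and had 28 calls, of which 14 of the 22 under 1 Mb lay within a Hi-C bin pair. Its highest score, 64.3 on 73 reads, belonged to the promoter of *Lhx5*, 599.9 kb away, and its call on the most reads, 77, to the promoter of *Tbx3*, 162 kb away. The *Foxo4* bait lies on chromosome X, from 98449092 to 98451995. None of its 15 calls lay within a Hi-C bin pair, and their highest score was 9.14, for the promoter of *Med12*, 19.2 kb away on 29 reads. The Hi-C library was shallower there, with a median of 26232 read ends per 1-Mb bin on chromosome X. On chromosomes 2 and 5, the medians were 67010 and 62773. The overlap of *Foxo4* with Hi-C bin pairs is thus not comparable to that of *Pax6* and *Tbx5*. The calls rested on a median of 35 reads for *Pax6*, 20 for *Tbx5* and 9 for *Foxo4*.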

## Discussion

In this paper, we present the CHiCAGO algorithm for Capture Hi-C analysis and demonstrate its efficacy in detecting interactions enriched for regulatory chromatin features and relevant GWAS SNPs.

Our approach is based on the assumption that “significant” interactions emerge as outliers on a distance-dependent local background profile. This assumption is shared by most other tools for interaction detection in 3C-like data and seems reasonable for the purposes of identifying regulatory interactions. Indeed, it can be expected that regulatory events such as transcription factor binding will stabilise the chromatin loop, leading to interaction frequencies or retention times beyond those generated by random collisions due to Brownian motion. This expectation is supported by the observation that CHiCAGO-detected interactions are selectively enriched for regulatory chromatin features, even when located in regions with high background interaction levels.

While the conceptual interpretation of “significant” interactions is shared between CHiCAGO and algorithms developed for other types of 4C and Hi-C data, there are key differences in terms of the underlying background model, the normalisation strategy and the multiple testing procedure.

Existing tools model Hi-C background with a broad range of distributions, both discrete (binomial [16, 29], negative binomial [6]) and continuous (Weibull [7, 9], normal [13]). In CHiCAGO, we instead opted for a two-component convolution model that incorporates two count distributions: a negative binomial and a Poisson. In doing so, we were motivated by the fact that distance-dependent Brownian collisions and technical variability are two distinct background count-generating processes whose properties are best learned separately on different subsets of data. Indeed, signals from Brownian collisions ostensibly dominate the background at short distances, to the extent that technical variability is barely detectable. In contrast, at large linear distances between fragments, Brownian collisions are too weak for their count distribution to be estimated directly. Thus, we infer this distribution by extrapolation.

Borrowing information across baits to learn the background model, as CHiCAGO does, requires careful normalisation across interactions. While Hi-C background depends on a number of known parameters, such as fragment length and GC content [10], we, along with others [7, 8, 30], have opted to avoid any specific assumptions about noise structure, particularly given the increased complexity and asymmetric nature of capture Hi-C noise compared with conventional Hi-C. Assuming that interactions are subject to multiplicative bait- and other-end-specific bias, as we did in learning the Brownian background component, parallels the assumptions of the Hi-C iterative correction approach by Imakaev et al. [8] and is generally consistent with data from molecular dynamics simulations of chromatin fibres [18]. In modelling technical noise, we assumed it to be reflected in the numbers of *trans*-chromosomal interactions involving the same fragment. A similar strategy has been applied independently in a recently published Capture Hi-C study [6]; the same authors also proposed an iterative correction algorithm for Capture Hi-C data [7] (software not publicly released) that may complement the approaches taken here.

Multiple testing issues are important in genomic analyses and, in attempting to address these issues, a number of bespoke approaches have been developed [20, 31]. The specific challenge of multiple testing in Hi-C data is that we expect the fractions of true positives to vary depending on the genomic distance between the fragments; in fact, the majority of tests are performed with interactions spanning large distances or spanning different chromosomes, where true positive signals are least expected. CHiCAGO’s multiple testing procedure is based on the *p* value weighting approach by Genovese et al. [15], which is a generalisation of a segment-wise weighting procedure by Sun et al. [32]. These approaches have been used successfully to incorporate prior knowledge in GWAS [33–35] and are emerging in functional genomics analyses [36, 37]. In using the reproducibility of significant calls across replicates as an estimate of the relative true positive rate, we have taken inspiration from the irreproducible discovery rate (IDR) approach [38] used to determine peak signal thresholds in other types of genomics data, such as ChIP-seq.

Note that, in this setting, IDR cannot be used verbatim for choosing signal thresholds, as the relationship between Capture Hi-C signal and reproducibility does not satisfy IDR assumptions, likely because of undersampling issues (not shown). Importantly, conventional false discovery rate (FDR)-based approaches for multiple testing correction [39] are also unsuitable for these data. Indeed, CHi-C observations (read-pair counts) are discrete and many of them are equal to either zero or one. This leads to a highly non-uniform distribution of *p* values under the null, violating the basic assumption of conventional FDR approaches. The “soft-thresholding” approach used in CHiCAGO shifts the −log-weighted *p* values such that non-zero scores correspond to observations, where the evidence for an interaction exceeds that for a pair of near-adjacent fragments with no reads. More robust thresholds can then be chosen based on custom criteria, such as maximising enrichment of promoter-interacting fragments for chromatin features (Fig. 6; a user-friendly function for this analysis is provided as part of the Chicago R package—see the package vignette provided as Additional file 3). Based on this approach, we chose a signal threshold of 5 for our own analyses.

The undersampled nature of CHi-C data (particularly at longer distance ranges), although robustly handled by CHiCAGO, may lead to significant sensitivity issues when using thresholded interaction calls in comparative analyses. We therefore suggest performing comparisons based on the continuous score range. Potentially, differential analysis algorithms for sequencing data (such as DESeq2 [40]) may also be used to formally compare the enrichment at CHiCAGO-detected interactions between conditions at the count level, although power will generally be a limiting factor. As undersampling drives down the observed overlap of interactions called on different samples (Additional file 2: Figure S4c), methods such as [41, 42] may be considered for formally ascertaining the consistency between datasets. 

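Under 1 Mb, 15.9% of the *cis*-chromosomal calls in GM12878 cells and 29.1% of those in mESCs had fewer than 10 reads. Beyond 1 Mb, the shares were 72.8 and 82.6%. The difference was 57.0 percentage points in GM12878 cells (95% interval 52.3 to 62.1, by resampling baits) and 53.5 in mESCs (50.9 to 56.0). From under 100 kb to over 10 Mb, the share rose from 1.83 to 87.1% in GM12878 cells and from 5.51 to 91.9% in mESCs. Among *trans*-chromosomal calls, it was 92.0 and 87.6%. The setting that moved the difference most was a score threshold of 10 in GM12878 cells, at which it was 31.2 percentage points, and leaving out bait-to-bait calls in mESCs, which gave 57.0. The read count is the authors' rounded mean over replicates.

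**Figure D3:**
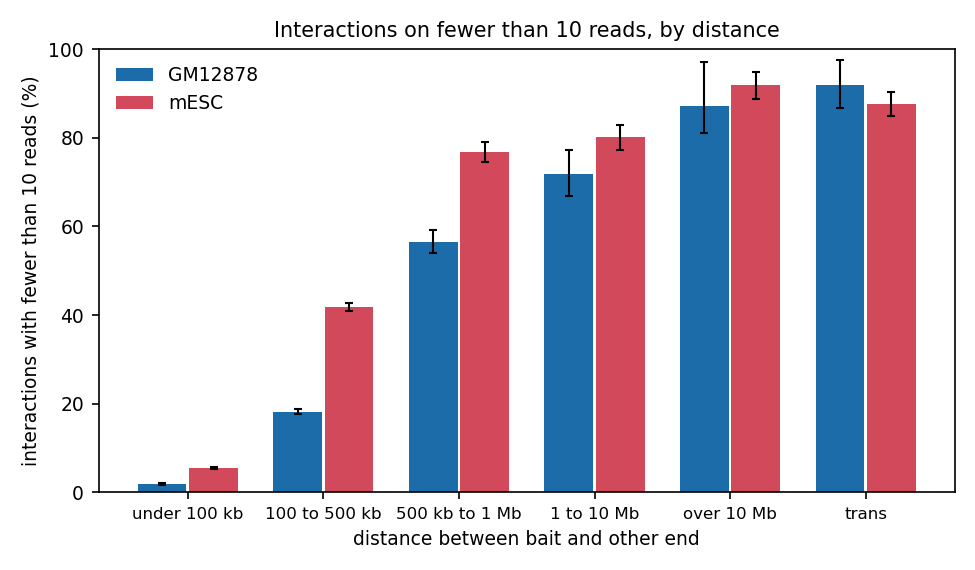
Share of calls with fewer than 10 reads, in percent, by distance between bait and other end, for GM12878 cells and mESCs. Bars start at 0, error bars are 95% intervals by resampling baits, and in each cell type the share rises with every *cis*-chromosomal distance class.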

Additional filtering based on the mean number of reads per detected interaction (e.g., removing calls whose mean N is below 10 reads) will also reduce the impact of undersampling on the observed overlap, but at the cost of decreasing the power to detect longer-range interactions.

The *p* value weighting approach used here is similar in spirit to an empirical Bayesian treatment, with the *p* value weights related, but not identical, to prior probabilities. Bayesian approaches are widely used (including, recently, for signal detection in conventional Hi-C [43]) and the Bayes factors and posterior probabilities they generate are potentially more intuitive than weighted *p* values. However, the *p* value weighting approach used here has the advantage of not making any specific assumptions about the read distributions of “true interactions”, beyond their having a larger mean. Both approaches open the opportunity of incorporating prior knowledge, beyond the dependence of reproducibility on distance—for example, taking into account the boundaries of topologically associated domains (TADs) [44], higher-order contact domains and chromosomal territories. We choose not to do this currently because the exact relationship between these genomic properties and looping interactions still requires further investigation, and incorporating these relationships a priori prevents their investigation in post hoc analyses. Active research in this area makes it likely that much more will be known about the determinants of loop formation in the near future, enabling a more extensive use of prior knowledge in interaction detection, potentially with a formal Bayesian treatment.

The downstream analyses of CHiCAGO results provided in this paper confirm the enrichment of promoter-interacting regions for regulatory features and disease-associated variants. These results demonstrate the enormous potential of CHi-C for both functional genomics and population genetics, and this assay will likely be applied in multitudes of other cell types in the near future. Therefore, user-friendly, open-source software for robust signal detection in these challenging data will be a welcome addition to the toolkits of many bioinformaticians and experimentalists alike. We have developed CHiCAGO with the view of addressing this need. Furthermore, we expect the statistical foundations of CHiCAGO, particularly the convolution background model and the multiple testing procedure, to be potentially useful in a broader range of Hi-C-related assays.

## Conclusions

The publicly available, open-source CHiCAGO pipeline presented here [45] produces robust and interpretable interaction calls in CHi-C data. Promoter-interacting fragments identified using this algorithm are enriched for active chromatin features, GWAS SNPs and regions capable of driving transgene expression, indicative of regulatory looping interactions. While developed specifically for CHi-C, the statistical principles of CHiCAGO are potentially applicable to other Hi-C-based methods.

## Methods

### Sample pre-processing

The publicly available HiCUP pipeline [46, 47] was employed to process the raw sequencing reads. This pipeline was used to map the read pairs against the mouse (mm9) and human (hg19) genomes, to filter experimental artefacts (such as circularized reads and re-ligations) and to remove duplicate reads. For the CHi-C data, the resulting BAM files were processed into CHiCAGO input files, retaining only those read pairs that mapped, at least on one end, to a captured bait. The script bam2chicago.sh, used for this purpose, is available as part of the chicagoTools suite [45].

### The CHiCAGO algorithm

A full description of the algorithm is given in Additional file 1. A tutorial on using the CHiCAGO package (the “vignette”) is provided in Additional file 3.

Briefly, to combine replicates, a “reference” replicate is created by taking the geometric mean of each fragment pair’s count across samples. Sample size factors are calculated by taking the mean ratio to the “reference” replicate, in a manner similar to the sample normalisation strategy implemented in DESeq [48]. Final counts are derived as the rounded weighted sum of counts across replicates, where the weights are the sample size factors.

Background from Brownian collisions is assumed to have negative binomial distribution, with mean *s*_*i*_*s*_*j*_*f(d*_*ij*_*)* and dispersion *r*, where *i* indexes over other ends and *j* indexes over baits.

Estimation of *s*_*i*_, *s*_*j*_, *f(d)* and *r* is performed in “proximal bins”—by default, 20-kb bins that span the first 1.5 Mb around each bait.

The distance function *f(d)* is estimated as follows:

- For each bait, take all of the other ends in a distance bin to get a mean count for that bin.
- *f(d)* is estimated in a distance bin by taking the geometric mean of the bin counts at that distance, across all baits.
- To interpolate *f(d)* from these point estimates, we use a maximum likelihood cubic fit on a log–log scale.
- Outside of this distance range, we extrapolate linearly, assuming continuity of f and its first derivative.

The bait-specific scaling factors, *s*_*j*_, are estimated by considering each mean bin count divided by *f(d)*, then taking the median of this ratio, across all bins associated with a bait. The other end-specific scaling factors, *s*_*i*_, are estimated similarly but with the other ends pooled together (the pools are chosen such that their content ends have similar numbers of *trans*-chromosomal counts) so that there is enough information for a precise estimate. The dispersion, *r*, is estimated using standard maximum likelihood methods.

The technical noise is assumed to have Poisson distribution, with mean *λ*_*ij*_. *λ*_*ij*_ is estimated from *trans*-chromosomal counts—again, first pooling fragments by the number of *trans*-chromosomal counts they exhibit. Specifically, to estimate the technical noise level for a putative interaction between a bait in pool A and an other end in pool B, we count the number of interactions that span between pools A and B and divide this by |A||B|, the total number of bait–other end fragment pairs from those pools.

*P* values are called with a Delaporte model, representing the sum of two variables: a negative binomial variable with mean *s*_*i*_*s*_*j*_*f(d*_*ij*_*)* and dispersion *r*, and a Poisson variable with mean *λ*_*ij*_. A four-parameter bounded logistic regression model is assumed for *p* value weighting (see the next section and Additional file 1 for more information).

The final CHiCAGO score is obtained from soft-thresholding the −log(weighted *p* value). Specifically, the score is max(−log(*p*) + log(*w*) − log(*w*_*max*_), 0), where *w*_*max*_ is the maximum attainable weight, corresponding to zero distance. For the downstream analyses in this paper, interactions with CHiCAGO scores ≥5 were considered as “significant interactions”.

### *P* value weighting parameter estimation

The *p* value weighting function has four parameters: *α*, *β*, *γ* and *δ* (full details are given in Additional file 1). We can estimate these parameters from a candidate data set provided that it has multiple biological replicates, as follows. We split the data into subsets that contain approximately equal numbers of baits (by default, five subsets are used.) The reproducible interactions are defined as those where the stringent threshold of log(*p*) < −10 is passed in all biological replicates. Now, for each subset, we take a series of genomic distance bins (with the default breaks occurring at 0, 31.25 kb, 62.5 kb, 125 kb, 250 kb, 500 kb, 1 Mb, 2 Mb, 3 Mb, 4 Mb, …, 16 Mb), and we calculate the proportion of reproducible interactions out of the total number of possible interactions. The maximum likelihood estimates are calculated for each model parameter using standard optimization methods [49]. Final parameter estimates are obtained by taking the median across the estimates from each subset. The two replicates of mESC data [4] were used for estimating weights. For GM12878 [3], the first replicate was not used for weight estimation as it led to unstable estimation. This was likely due to the poorer quality of this replicate compared with the other two, consistent with its higher *cis*/*trans*-chromosomal count ratios (data not shown). Recommendations on diagnosing unstable estimates are provided in the R package vignette (Additional file 3).

### The Chicago R package

CHiCAGO was implemented as a package for the statistical environment R [50] taking advantage of the data.table objects [51] to optimise for both speed and memory. The fully documented R package “Chicago” and the tutorial data package “PCHiCdata” are publicly available [45] under Artistic Licence 2.0 and are part of Bioconductor release 3.3+ [52, 53]. A documented set of supplementary scripts (chicagoTools) for data pre- and post-processing and running Chicago in batch mode is also publicly available [45]. Chicago v1.0.1 was used in this paper.

A typical Chicago job for two biological replicates of CHi-C data takes 2–3 h wall-clock time (including sample pre-processing from bam files using chicagoTools) and uses 50 GB RAM. An example workflow in the form of an R package vignette is provided as Additional file 3. The description of free parameters and rationale for their settings is given in Additional file 2: Table S1.

### Assessment of feature enrichment

Enrichment for chromatin features at CHi-C interacting regions was assessed with respect to random *Hin*dIII fragments drawn in such a way as to match the distribution of the observed interaction distances. A 95 % confidence interval for the expected overlap was obtained from 100 random draws. SNP enrichment at promoter interacting fragments was assessed using GoShifter [23].

### Hi-C analyses

HOMER [28] was used to compute binned coverage- and distance-related background in the Hi-C data and call significantly interacting bin pairs. Short-range *cis*-chromosomal interactions (<1 Mb) were detected in 25-kb bins; long-range *cis*-chromosomal (>1 Mb) and *trans*-chromosomal interactions were detected in 1-Mb bins. Bin pairs with FDR-adjusted *p* < 0.05 were considered significant. The significance of overlap between CHi-C promoter-interacting regions identified by CHiCAGO and the HOMER-detected interacting bin pairs in the Hi-C data was ascertained by permutation, while preserving the structural features of the data, as follows. *Cis*-chromosomal interactions were permuted across the baits while preserving the interaction distances. *Trans*-chromosomal interactions were permuted across chromosomes while preserving the relative chromosomal position of the interacting fragments.

### Data access

Raw CHi-C, Hi-C and random ligation control data used in this study are available in ArrayExpress [54, 55] under accession numbers E-MTAB-2323 (GM12878) and E-MTAB-2414 (mESC), respectively. CHiCAGO experiment design files and output files produced with default package settings for GM12878 and mESCs are available through the Open Science Framework [56]. The interaction calls and raw reads for both cell types (score ≥5) have also been submitted to the NCBI Gene Expression Omnibus under accession number GSE81503 [57].

## Additional files

Additional file 1: The mathematical specification of the CHiCAGO algorithm. (PDF 304 kb) Additional file 2: Figures S1 to S6 and Table S1. (PDF 803 kb) Additional file 3: The CHiCAGO R package tutorial.

# Supplementary material for: CHiCAGO: robust detection of DNA looping interactions in Capture Hi-C data
**Source:** Genome Biol. 2016 Jun 15;17:127. doi: 10.1186/s13059-016-0992-2
**Supplement:** Additional file 1: — The mathematical specification of the CHiCAGO algorithm.

# CHiCAGO: Robust Detection of DNA Looping Interactions in Capture Hi-C data

Additional file 1: The mathematical specification of the  
CHiCAGO algorithm

Jonathan Cairns\*, Paula Freire-Pritchett\*, Steven W. Wingett,  
Csilla Várnai, Andrew Dimond, Vincent Plagnol,  
Daniel Zerbino, Stefan Schoenfelder, Biola-Maria Javierre,  
Cameron Osborne, Peter Fraser and Mikhail Spivakov

\* Joint lead authors

## Contents

|          |                                          |          |
|----------|------------------------------------------|----------|
| <b>1</b> | <b>Introduction</b>                      | <b>2</b> |
| <b>2</b> | <b>Definitions</b>                       | <b>2</b> |
| <b>3</b> | <b>Model</b>                             | <b>3</b> |
| <b>4</b> | <b>Estimation – Brownian component</b>   | <b>4</b> |
| 4.1      | Estimating $f(d)$ . . . . .              | 5        |
| 4.2      | Estimating $s_j$ . . . . .               | 6        |
| 4.3      | Estimating $s_i$ . . . . .               | 6        |
| 4.4      | Estimating $r$ . . . . .                 | 7        |
| <b>5</b> | <b>Estimation – Technical noise</b>      | <b>8</b> |
| <b>6</b> | <b>Calculating <math>p</math>-values</b> | <b>8</b> |
| <b>7</b> | <b>Working with multiple replicates</b>  | <b>9</b> |

|     |                                           |    |
|-----|-------------------------------------------|----|
| 8   | Multiple testing and $p$ -value weighting | 10 |
| 8.1 | Estimation of $\Theta$ . . . . .          | 12 |
| A   | Mean bin value                            | 14 |

## 1 Introduction

This document describes, in detail, the statistical framework that underpins the CHiCAGO algorithm.

## 2 Definitions

- The genome is partitioned into *restriction fragments*, according to our choice of restriction enzyme. We follow the Hi-C protocol, making pairs of fragments ligate together. Subsequently, the capture step enriches for fragments of interest.

A *bait* is a fragment that is captured by this last step. An *other end* (*OE*) is a fragment ligated to a bait. Thus, any fragment can be an OE, baits included.

- $i, j$  are indices that refer to restriction fragments.  $i$  and  $j$  index over OEs and baits, respectively. With  $I$  OEs and  $J$  baits, we have  $i \in \{1, \dots, I\}$  and  $j \in \{1, \dots, J\}$ . Since an OE can be a bait, we have that each baited fragment has both an  $i$  and  $j$  index.\*
- Let  $X_{ij}$  be the number of observed read pairs that span from OE  $i$  to bait  $j$ .
- Let a “pair” be some choice  $(i, j)$ .
- *cis* and *trans* are abbreviations for *cis-chromosomal* (same-chromosome) and *trans-chromosomal* (traversing from one chromosome to another), respectively.

---

\*Note: in the software package, the indices  $i$  and  $j$  are not used – rather, each fragment gets an ID according to its genomic location. The ID is referred to as a baitID or otherEndID depending on context. Thus, in a typical list of all baitIDs, the numbers would not be contiguous.

- Let  $d_{ij}$  be the genomic distance, in base pairs, between the midpoints of fragments  $i$  and  $j$  (thus,  $d_{ij} \geq 0$ ). If  $(i, j)$  is a trans pair, then we assume that  $d_{ij}$  is infinite.
- Often we need to group things by genomic distance. Thus, we define genomic distance bins of width  $w$ :

$$B_0 = [0, w), B_1 = [w, 2w), \dots, B_b = [bw, (b+1)w)$$

Let  $d_b$  be the midpoint of bin  $b$ . Thus, we can rewrite the definition of  $B_b$  as

$$B_b = [d_b - w/2, d_b + w/2)$$

- The Negative Binomial (NB) distribution will be parametrized throughout this document in terms of the mean  $\mu$  and the dispersion parameter  $r$  (also known as the size parameter). Thus, if  $X \sim NB(\mu, r)$ ,

$$Var(X) = \mu + \frac{\mu^2}{r}$$

### 3 Model

The aim of CHiCAGO is to find *interaction events*: pairs of loci that are brought together by some protein complex, in a manner that occurs more often than by chance were that complex not there. Under the null hypothesis (*ie* in the absence of such a complex), we assume that a count  $X_{ij}$  is a sum of two elements:

$$X_{ij} = B_{ij} + T_{ij}$$

These two components are:

- a “Brownian collision” component with NB distribution,  $B_{ij} \sim NB(\mu_{ij}, r)$ . This count represents read pairs that arise from the random collisions due to Brownian motion of the chromosome. Thus, the mean  $\mu_{ij}$  decays with distance. We assume that  $\mu_{ij}$  is the product of a bait fragment-specific bias  $s_j$ , an OE fragment-specific bias  $s_i$ , and some “distance profile”  $f$  that depends on the distance between the fragments:

$$\mu_{ij} = s_i s_j f(d_{ij})$$

where

$$f(d) \rightarrow 0 \text{ as } d \rightarrow \infty$$

Additional constraints are required to make this model identifiable (for example, the alternative solutions  $s'_i = \alpha s_i$ ,  $s'_j = \frac{s_j}{\alpha}$  have the same associated  $\mu_{ij}$ ). Thus, we normalise our scaling factors to have geometric mean 1:

$$\begin{aligned} \sum_i \log(s_i) &= 0 \\ \sum_j \log(s_j) &= 0 \end{aligned} \tag{1}$$

As a result,  $f(d_{ij})$  represents the frequency of local interactions that an “average” bait would exhibit.

- a technical noise component,  $T_{ij} \sim \text{Pois}(\lambda_{ij})$ . This corresponds to reads introduced by assay artefacts, such as sequencing errors, and thus  $T_{ij}$  counts read pairs that did not arise from contact events. It is assumed that  $T_{ij}$  does not depend on distance. However, we permit complex non-multiplicative errors (see Section 5).

In practice, we find that  $T_{ij}$  is very small.

We estimate each of the parameters  $f$ ,  $s_j$ ,  $s_i$ ,  $r$  and  $\lambda_{ij}$  in turn.

## 4 Estimation – Brownian component

For a pair where the bait and OE are close, the technical noise is negligible compared to the Brownian component – that is,  $\mu_{ij} \gg \lambda_{ij}$ .

Thus, under the null model, we can assume that

$$X_{ij} \sim NB(\mu_{ij}, r)$$

where

$$\mu_{ij} = s_i s_j f(d_{ij})$$

Initially, we aim to find the quantities  $s_j$  and  $f(d)$ . This must be done in a way that is robust against true interactions in the data.

## 4.1 Estimating $f(d)$

Note that, when estimating  $f(d)$ , we always ignore bait-to-bait pairs. That is, when summing over OEs  $i$ , we exclude all OEs  $i$  that are also baited fragments.

For convenience, we define genomic distance bins  $B_b$  that represent relative distances away from a bait. For the HindIII restriction enzyme, we set the bin width  $w = 20\text{kb}$  (approximately 5 restriction fragments), with the maximum distance at 1.5Mb by default (as specified by the *maxLBrownEst* setting). For a given bait  $j$ , we first calculate the average count over all of the OEs whose distance away from the bait lies in a given bin  $b$ :

$$\bar{X}_{bj} = \frac{1}{n_{bj}} \sum_{i; d_{ij} \in B_b} X_{ij}$$

where  $n_{bj}$  is the number of OEs in bin  $b$ .

We have that

$$\mathbb{E}(\bar{X}_{bj}) \approx s_j f(d_b)$$

(see Appendix, Section A.)

Any observations with  $\bar{X}_{bj} = 0$  are censored. This is to ensure that zeros do not cause numerical instabilities in the next step.

We estimate  $f(d_b)$  as the geometric mean count over all bins at distance  $d_b$  – that is,

$$\hat{f}(d_b) = \text{geo}_j \bar{X}_{bj}$$

or equivalently,

$$\log \hat{f}(d_b) = \frac{1}{J} \sum_j \log(\bar{X}_{bj})$$

This method is similar to the size factor estimation procedure in DESeq (ANDERS and HUBER, 2010). We confirmed the accuracy with a simulation study (data not shown).

To get from  $\hat{f}(d_b)$  to full inference of the function  $\hat{f}(d)$ , we fit a cubic function on a log-log scale using standard maximum likelihood estimation. We extrapolate linearly beyond the given  $d_b$  values assuming continuity of  $f(d)$  and  $f'(d)$ .

## 4.2 Estimating $s_j$

When estimating  $s_j$ , bait-to-bait pairs are ignored as for  $f(d)$  estimation. From the previous Section, we have

$$\mathbb{E}(\bar{X}_{bj}) \approx s_j f(d_b)$$

Thus, using our estimate  $\hat{f}(d_b)$  from the previous section, a natural choice of estimator for  $s_j$  is  $\bar{X}_{bj}/\hat{f}(d_b)$ , for each  $b$ . Under the null hypothesis, for any  $b$ , the expected value of this is approximately  $s_j$ . However, if bin  $b$  contains many true interactions then this expectation no longer holds.

To avoid the influence of true interactions and gain a robust estimator of the  $s_j$ , we take the median as follows:

$$\hat{s}_j = \text{median}_b \frac{\bar{X}_{bj}}{\hat{f}(d_b)}$$

Note that this procedure also follows the DESeq model – specifically, the library size estimation procedure.

## 4.3 Estimating $s_i$

Our  $s_i$  estimation procedure is broadly similar to the  $s_j$  estimation procedure, but differs in one important aspect.

We have that

$$\mathbb{E}(X_{ij}) = s_j s_i f(d_{ij})$$

Consider a specific OE,  $i$ . An obvious estimator for  $s_i$  is the “normalised” count,  $Y_{ij} = \frac{X_{ij}}{\hat{s}_j \hat{f}(d_{ij})}$ . We could then take the median across  $j$ s (i.e. across baits). However, this strategy fails, because we only get information about  $s_i$  for a small number of nearby baits. (Most baits have  $Y_{ij} = 0$  and are therefore not very informative.) Indeed, if some of these baits  $j$  significantly interact with OE  $i$ , then  $s_i$  is greatly overestimated.

To address this, we “pool” OEs together according to how “noisy” they are. However, rather than assuming that noise specifically regresses against some arbitrary choice of explanatory variables, we take a data-driven approach where we postulate that the “noisiness” of each OE is reflected in the number of trans read pairs it is involved in, most of which are noise. Thus, we assign each OE  $i$  to a group  $g(i)$ , according to how many “trans” non-zero counts it has, and whether or not it is also a bait fragment:

$$g(i) = g \Leftrightarrow \begin{cases} \left( \sum_{j:(i,j) \text{ trans}} I(X_{ij} > 0) \right) \in R_g \\ I(i \text{ is a bait}) = c_g \end{cases} \quad (2)$$

where:

- $I(\cdot)$  is an indicator function.
- the groups  $R_g$  are defined such that each is a contiguous range of numbers, and such that there are approximately 1000 OEs per group/100 OEs per bait-to-bait group (by default). The exact implementation is according to the `cut2()` function (*Hmisc* CRAN package).
- $c_g$  is 1 for a bait-to-bait group  $g$ , or 0 for a bait-to-non-bait group  $g$ .

It is assumed that all OEs in group  $g$  have approximately the same  $s_i$ . Thus,  $s_i = s_{g(i)}$ .

For each group, we calculate a per-distance bin estimate of  $s_g$ :

$$\bar{Y}_{gb} = \frac{\sum_{i:g(i)=g} \sum_{j;d_{ij} \in B_d} Y_{ij}}{\sum_{i:g(i)=g} \sum_{j;d_{ij} \in B_d} 1}$$

As before, we take the median across these bins:

$$\hat{s}_g = \text{median}_b(\bar{Y}_{gb})$$

## 4.4 Estimating $r$

We now calculate the dispersion,  $\hat{r}$ . This is simple to obtain from standard NB regression techniques – we find the  $r$  that maximises the likelihood of the regression model:

$$X_{ij} \sim NB(\mu_{ij}, r)$$

Since some of the pairs  $(i, j)$  are true interactions, there is slightly more variance across  $X_{ij}$  than there would be under the null, therefore we expect

$\hat{r}$  to be a slight underestimate of  $r$ . However, the number of interactions is very small compared to the number of pairs (we typically call around 1 – 2% of pairs with  $d_{ij} < 1.5\text{Mb}$ ), and thus this effect should be negligible. In any event, underestimation of  $r$  cannot introduce any false positives.

## 5 Estimation – Technical noise

Technical noise is assumed distance-invariant:

$$T_{ij} \sim \text{Pois}(\lambda_{ij})$$

The parameters  $\lambda_{ij}$  are estimated using trans pairs, since there is no contribution from the Brownian component, and thus  $X_{ij} \approx T_{ij}$ .

Because we have little information on  $\lambda_{ij}$ , we again pool fragments together, using a similar rationale to the  $s_i$  estimation procedure. OEs get classes  $g(i)$  as before (Equation 2). However, this time, each bait  $j$  also gets a class  $h(j)$  – as in Equation 2, the class is based on the number of OEs the bait interacts with in trans.

We assume that  $\lambda_{ij}$  depends only on the classes of  $i$  and  $j$  –

$$\lambda_{ij} = \Lambda(g(i), h(j))$$

To estimate  $\Lambda$ , we obtain all trans pairs with the appropriate class membership:

$$\Phi_{g,h} = \{(i, j); (i, j) \text{ trans}, g(i) = g, h(j) = h\}$$

and calculate

$$\Lambda(g, h) = \frac{\sum_{(i,j) \in \Phi_{g,h}} X_{ij}}{|\Phi_{g,h}|}$$

## 6 Calculating $p$ -values

Putting the previous sections together we have that, under the null,  $X_{ij}$  has Delaporte distribution:

$$X_{ij} \sim \text{NB}(\mu_{ij}, r) + \text{Pois}(\lambda_{ij})$$

We perform a simple one-sided location test:

$$\begin{aligned} H_0 : \mathbb{E}(X_{ij}) &= \mu_{ij} + \lambda_{ij} \\ H_1 : \mathbb{E}(X_{ij}) &> \mu_{ij} + \lambda_{ij} \end{aligned}$$

This test is performed using the *Delaporte* package, obtaining  $p$ -values  $p_{ij} = p(X_{ij} \geq x_{ij})$ .<sup>†</sup> CHiCAGO reports these  $p$ -values on the natural logarithmic scale.

## 7 Working with multiple replicates

We now consider the situation where multiple biological replicates are analysed simultaneously. The replicates are indexed by  $k = 1, \dots, K$ . Thus,  $X_{ijk}$  is the count for OE  $i$ , bait  $j$ , replicate  $k$ .

We obtain sample-specific scaling factors  $s_k$ , in a manner akin to that of DESeq (ANDERS and HUBER, 2010) by looking at regions proximal to baits. The procedure is:

- Take a window around each bait (by default, 1.5Mb in either direction, as specified by the *maxLBrownEst* setting)
- Count number of reads, divide by number of OEs present, to get  $M_{jk}$ .
- Take geometric mean across samples.  $G_j = \text{geo}_k(M_{jk})$
- $s_k = \text{median}_j(M_{jk}/G_j)$

A summarised count is calculated as a weighted average of the individual samples' counts:

$$X_{ij} = \text{round} \left( \frac{\sum_k s_k X_{ijk}}{\sum_k s_k} \right)$$

---

<sup>†</sup>In some rare situations,  $x_{ij}$  was too large compared to  $E(X_{ij})$ , and we encountered underflow issues. Here, we approximated  $X_{ij}$  by a Negative Binomial distribution, using the Method of Moments. In other words, we assume that, under the null,

$$X_{ij} \approx X'_{ij} \sim NB(\eta_{ij}, \rho_{ij})$$

where  $\eta_{ij}$  and  $\rho_{ij}$  are found by equating the mean and variance of  $\mathbb{E}(X)$  and  $\mathbb{E}(X')$ .

This has parallels to pooling biological replicates (as has been common in ChIP-seq data, for example), but rather than simply taking the total number of reads, we use a more appropriate estimator of library size (akin to “effective library size” in RNA-seq) that is primarily driven by the Brownian component.

This summarised count is taken forward in the analysis.

We can also derive normalised counts  $\tilde{X}_{ijk} = \frac{1}{s_k} X_{ijk}$ , which can be useful for visualisation purposes.

## 8 Multiple testing and $p$ -value weighting

We expect far more interactions to occur at short ranges than at long ranges. However, suppose that we call interactions by applying a threshold directly to  $p$ -values. Of the hypotheses we test, a large majority are long-range interactions. Thus, with more opportunities to return a  $p$ -value below the threshold by chance, our output is dominated by erroneous long-range calls. Another way to look at this is that, when ordering  $p$ -values, there are sufficiently many long-range interactions with lower  $p$ -values than true short-range interactions that we cannot call the short-range interactions without accepting the long-range false positives as well.

Standard multiple testing procedures fail to address this problem. For example, the Bonferroni and Benjamini-Hochberg methods both choose a stringent  $p$ -value threshold – as described above, this may discard the long-range false positives, but we also lose many short-range true positives.

A number of relevant approaches are described in GUI *et al.* (2012). For example, SUN *et al.* (2006) use a two-population approach, which we could apply by splitting our hypotheses in two using a distance threshold. However, this method is very sensitive to the choice of distance threshold. Moreover, it also assumes a sudden change of behaviour, which is not biologically plausible as there appears to be a more gradual change in behaviour. Thus, we chose the GENOVESE *et al.* (2006) approach,  $p$ -value weighting, which is a generalized version of SUN *et al.* (2006).

We also considered the use of an empirical Bayes treatment, where a prior probability is used to quantify the two behaviours. However, the Bayesian approach requires explicit assumptions of the read distribution under the alternative hypothesis, over and above requiring a larger mean.  $p$ -value weighting can be viewed as a simplified version of an empirical Bayesian treatment,

using a “weight” in place of a prior probability. This method circumvents the need to make an arbitrary choice of the prior distribution of read counts under the alternative hypothesis.

The aim of the  $p$ -value weighting strategy is to “upweight” the significance of proximal pairs and “downweight” distal/trans pairs. Using the notation in GENOVESE *et al.* (2006), we make prior “guesses”  $U_{ij}$ . We allow  $U_{ij}$  to depend on  $d_{ij}$ , assuming that short-range interactions are more likely than long-range interactions, with a smooth transition between the two. The  $U_{ij}$  are transformed into weights  $W_{ij}$  by dividing through by the mean value,  $\bar{U}$ , ensuring that the average  $W_{ij}$  value is 1. Finally, weighted  $p$ -values are obtained by dividing the  $p$ -values by their respective weights:

$$Q_{ij} = \frac{p_{ij}}{W_{ij}}$$

We now specify the  $U_{ij}$  model in our particular context. We use a bounded logistic regression model – thus,  $U_{ij}$  is assumed a function of both  $d_{ij}$  and a vector of parameters  $\Theta = (\alpha, \beta, \gamma, \delta)$ , according to

$$U_{ij} = \eta_{ij}U_{\max} + (1 - \eta_{ij})U_{\min}$$

where

$$\begin{aligned}\eta_{ij} &= \text{expit}(\alpha + \beta \log(d_{ij})) \\ U_{\min} &= \text{expit}(\gamma) \\ U_{\max} &= \text{expit}(\delta)\end{aligned}$$

using the expit function

$$\text{expit}(x) = \frac{e^x}{1 + e^x}$$

A method for choosing  $\Theta$  is discussed in the next subsection. To obtain the weights, we first need to calculate  $\bar{U}$ , the mean value of  $U_{ij}$ :

$$\begin{aligned}\bar{U} &= \frac{1}{m} \sum_i \sum_j U_{ij} \\ &= \bar{\eta}U_{\max} + (1 - \bar{\eta})U_{\min}\end{aligned}$$

Hence, we calculate the weights  $W_{ij}$  as follows:

$$\begin{aligned} W_{ij} &= \frac{U_{ij}}{\bar{U}} \\ &= \frac{\eta_{ij}U_{\max} + (1 - \eta_{ij})U_{\min}}{\bar{\eta}U_{\max} + (1 - \bar{\eta})U_{\min}} \\ &= \frac{\eta_{ij}U_{\text{rel}} + (1 - \eta_{ij})}{\bar{\eta}U_{\text{rel}} + (1 - \bar{\eta})} \end{aligned}$$

where  $U_{\text{rel}} = \frac{U_{\max}}{U_{\min}} = \frac{\text{expit}(\gamma)}{\text{expit}(\delta)}$ . We now use  $W_{ij}$  to calculate weighted  $p$ -values:

$$Q_{ij} = \frac{p_{ij}}{W_{ij}}$$

CHiCAGO reports these values on the log-scale.

GENOVESE *et al.* (2006) obtain a false discovery rate, by applying the Benjamini-Hochberg procedure to their weighted  $p$ -values. Unfortunately, the requirements required for Benjamini-Hochberg are not satisfied: since our data are discrete (in particular, many counts are 0), we do not have uniform  $p$ -values under the null hypothesis. Thus, our preferred strategy is to set a threshold on the  $Q_{ij}$  values.

To aid interpretation, we also compute a score based on  $Q_{ij}$  as follows:

$$\text{score}_{ij} = \max(0, -\log Q_{ij} - \log W_{\max})$$

where  $W_{\max}$  is the value that  $W_{ij}$  would take when  $d_{ij} = 0$ .

In other words, the score is non-negative, and a positive score occurs only when the evidence for an interaction exceeds that of a proximal pair with no reads.

For most users' analyses, the score will be the most appropriate quantity to threshold on.

## 8.1 Estimation of $\Theta$

The above depends on the unknown parameter vector,  $\Theta$ . We can estimate  $\Theta$  from a candidate data set, provided that it has multiple biological replicates, as follows. We split the data into subsets that contain approximately equal numbers of baits. (By default, 5 subsets are used.) The reproducible interactions are defined as those where the stringent threshold of  $\log(p) < -10$  is

passed in all biological replicates. Now, for each subset, we take a series of genomic distance bins (with the default breaks occurring at 0, 31.25k, 62.5k, 125k, 250k, 500k, 1M, 2M, 3M, 4M, ..., 16M), and we calculate the proportion of reproducible interactions out of the total number of possible interactions. The maximum likelihood estimates are calculated for each model parameter, using standard optimization methods (NELDER and MEAD, 1964).

Final parameter estimates are obtained by taking the median across the estimates from each subset, in a component-wise manner. That is, if  $\hat{\Theta}_i^s$  is the estimate for parameter  $i$  on subset  $s$ , then our final parameter estimate is:

$$\hat{\Theta}_i = \text{median}_s(\hat{\Theta}_i^s)$$

This is to ensure robustness against any large-scale interactions in the data.

At time of writing, users may choose from three different  $\Theta$  estimates in the package, as follows:

- GM12878 data, over two replicates (MIFSUD *et al.*, 2015).
- mESC data, over two replicates (SCHOENFELDER *et al.*, 2015).
- Human macrophage data, over seven replicates (JAVIERRE *et al.*, in preparation).

The macrophage weights are used by default. If a user wishes to use CHiCAGO on cells whose interactomes are expected to differ greatly from the provided cell types, they can estimate a new  $\Theta$  using *fitDistCurve.R* in *chicagoTools*.

## References

- ANDERS, S., and W. HUBER, 2010 Differential expression analysis for sequence count data. *Genome Biology* **11**: R106.
- GENOVESE, C. R., K. ROEDER, and L. WASSERMAN, 2006 False discovery control with p-value weighting. *Biometrika* **93**: 509–524.
- GUI, J., T. D. TOSTESON, and M. BORSUK, 2012 Weighted multiple testing procedures for genomic studies. *BioData mining* **5**: 4.

- MIFSUD, B., F. TAVARES-CADETE, A. N. YOUNG, R. SUGAR, S. SCHOENFELDER, *et al.*, 2015 Mapping long-range promoter contacts in human cells with high-resolution capture Hi-C. *Nature genetics* **47**: 598–606.
- NELDER, J. A., and R. MEAD, 1964 A simplex method for function minimization. *The Computer Journal* **7**: 308–313.
- SCHOENFELDER, S., M. FURLAN-MAGARIL, B. MIFSUD, F. TAVARES-CADETE, R. SUGAR, *et al.*, 2015 The pluripotent regulatory circuitry connecting promoters to their long-range interacting elements. *Genome research* **25**: 582–597.
- SUN, L., R. V. CRAIU, A. D. PATERSON, and S. B. BULL, 2006 Stratified false discovery control for large-scale hypothesis testing with application to genome-wide association studies. *Genetic Epidemiology* **30**: 519–530.

## A Mean bin value

In this Section, we aim to show that

$$\mathbb{E}(\bar{X}_{bj}) \approx s_j f(d_b)$$

To do this, we use a mixed effects model.  $s_j$  is assumed a fixed effect, whereas  $s_i$  and  $d_{ij}$  are assumed to be independent random effects:

- $\log s_i$  has some random distribution with mean 0 and variance  $\sigma_s^2$ . We therefore have that

$$\begin{aligned} \mathbb{E}(s_i) &= \mathbb{E}(e^{\log s_i}) \\ &= \mathbb{E}\left(1 + \log s_i + \frac{(\log s_i)^2}{2} + \dots\right) \\ &\approx 1 + \frac{\mathbb{E}((\log s_i)^2)}{2} \\ &= 1 + \frac{\sigma_s^2}{2} \end{aligned}$$

- For  $b > 1$ , it is reasonable to assume that, conditional on  $d_{ij} \in B_b$ ,

$$d_{ij} \sim U\left(d_b - \frac{w}{2}, d_b + \frac{w}{2}\right) \quad (3)$$

which means that  $\mathbb{E}(d_{ij}) = d_b$  and  $\text{var}(d_{ij}) = \frac{w^2}{12}$ . Therefore,

$$\begin{aligned} f(d_{ij}) &= f(d_b) + (d_{ij} - d_b)f'(d_b) + \frac{(d_{ij} - d_b)^2}{2}f''(d_b) + \dots \\ \mathbb{E}(f(d_{ij})) &= f(d_b) + \mathbb{E}(d_{ij} - d_b)f'(d_b) + \mathbb{E}\left(\frac{(d_{ij} - d_b)^2}{2}\right)f''(d_b) + \dots \end{aligned} \quad (4)$$

Using assumption 3 allows us to simplify this equation, since the symmetry of  $d_{ij}$ 's distribution means that terms featuring odd powers cancel out. We also assume that  $f(d)$  is sufficiently smooth that the terms featuring fourth and higher derivatives are negligible.<sup>‡</sup> Thus, Equation 4 simplifies down to:

$$\begin{aligned} \mathbb{E}(f(d_{ij})) &\approx f(d_b) + \mathbb{E}\left(\frac{(d_{ij} - d_b)^2}{2}\right)f''(d_b) \\ &= f(d_b) + \frac{w^2}{24}f''(d_b) \end{aligned}$$

We represent this in the form:

$$\mathbb{E}(f(d_{ij})) \approx f(d_b)(1 + \epsilon_b)$$

where  $\epsilon_b$  represents the proportion of error introduced by change in  $f$ , for bin  $b$ . So, for the case  $b > 1$ , we have that  $\epsilon_b = \frac{w^2}{24} \frac{f''(d_b)}{f(d_b)}$ .

- For  $b = 1$ , assumption 3 is violated when fragments adjacent to the bait are removed (*i.e.* `removeAdjacent = TRUE`), which is the recommended setting for non-binned data. In this case,  $d_{ij}$  is non-uniform, and thus  $\mathbb{E}(d_{ij} - d_b) \neq 0$ . As a result, Equation 4 cannot be simplified in the same way as before. However, we can calculate the expectations in Equation 4 using the empirical distribution of  $d_{ij}$ , obtained from the data, to get an estimate of  $\epsilon_1$ .

Claim:

$$\mathbb{E}(\bar{X}_{bj}) \approx s_j f(d_b) \left(1 + \frac{\sigma_s^2}{2}\right) (1 + \epsilon_b)$$

---

<sup>‡</sup>More specifically, for  $k = 4, 6, 8, \dots$ , we require that  $\frac{f^{(k)}(d_b)}{f^{(k-2)}(d_b)} \frac{w^2}{4k(k+1)}$  is small enough that the larger order terms in the Taylor expansion can be omitted. We verified this assumption numerically on the distance function estimate from the GM12878 data. (MIFSUD *et al.*, 2015)

Proof:

$$\begin{aligned}
\mathbb{E}(\bar{X}_{bj}) &= \frac{1}{n_{bj}} \sum_{i; d_{ij} \in B_b} \mathbb{E}(X_{ij}) \\
&= \frac{1}{n_{bj}} \sum_{i; d_{ij} \in B_b} \mathbb{E}(\mathbb{E}(X_{ij} | d_{ij}, \log s_i)) \\
&= \frac{1}{n_{bj}} \sum_{i; d_{ij} \in B_b} \mathbb{E}(s_i s_j f(d_{ij})) \\
&= \frac{s_j}{n_{bj}} \sum_{i; d_{ij} \in B_b} \mathbb{E}(s_i) \mathbb{E}(f(d_{ij})) \\
&\approx \frac{s_j}{n_{bj}} \sum_{i; d_{ij} \in B_b} \left(1 + \frac{\sigma_s^2}{2}\right) f(d_b) (1 + \epsilon_b) \\
&= s_j f(d_b) \left(1 + \frac{\sigma_s^2}{2}\right) (1 + \epsilon_b)
\end{aligned}$$

We estimated the bias terms in the merged GM12878 dataset (MIFSUD *et al.*, 2015), obtaining negligible biases:

$$\frac{\hat{\sigma}_s^2}{2} = 0.0019$$

and

$$\epsilon = \begin{pmatrix} -0.019 \\ 0.014 \\ 0.0053 \\ 0.0029 \\ 0.0018 \\ \vdots \\ 4.2 \times 10^{-6} \end{pmatrix}$$

How the deposited data were processed for this re-analysis (not part of the article)

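Promoter CHi-C was analysed in the human lymphoblastoid cell line GM12878, with 3 biological replicates, and in mESCs, with 2, and Hi-C in 1 library of mESCs. The calls of each cell type were made by the authors on all its replicates together, so each cell type was treated as a single set of calls and the replicates could not be compared. The Hi-C data were compared with the mESC calls only.

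For Promoter CHi-C, the authors mapped read pairs to hg19 or mm9 with HiCUP, which also removed artefacts and duplicates, kept read pairs with at least one end on a bait, and ran CHiCAGO under default settings. The read count that the authors list with each call is a mean over replicates, weighted by sample size factors and rounded to a whole number, so it is not a raw count. The score is the authors' CHiCAGO score, a soft-thresholded negative logarithm of the weighted p-value, and the deposited lists hold calls with a score of at least 5. Each cell type has a list with read counts, in which a bait-to-bait pair called from both ends stands as 2 calls, and a browser list that gives each pair once. The list with read counts was used, and the browser list served as an alternative.

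For Hi-C, the authors mapped the library with HiCUP and called interacting bin pairs with HOMER, whose version the paper's text does not name. The count of read pairs that join 2 bins was deposited without normalisation. The number of read pairs expected from coverage and distance was computed by HOMER and deposited beside it by the authors. The deposited FDR values are p-values adjusted by HOMER with the Benjamini-Hochberg method. The number of read ends of the library in each 1-Mb bin, as deposited by the authors, was used to compare chromosomes. A further 10 columns of values in the Hi-C lists were not used. The 25-kb list covers pairs under 1 Mb and the 1-Mb list covers longer *cis*-chromosomal and *trans*-chromosomal pairs. Because the lists also hold pairs above the paper's threshold, pairs with an FDR under 0.05 were kept.

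The reference sequences of hg19 and mm9, the builds named by the authors, were cut at AAGCTT, and 100% of the listed fragments of each cell type had the start and end of a fragment of this digest. Genes were named as the lists name them, and the annotation of the same build gave the transcription starts, exons and introns that a fragment overlaps. Numbers of captured baits and of captured read pairs per replicate are the paper's, from Table 1. The depth of each set of calls is the number of calls, which gives the width of the intervals, and the read ends per bin give the depth of the Hi-C library.

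Distances were taken between fragment midpoints. Shares of calls were given with Wilson 95% intervals, and means, medians and differences with 95% intervals from 1000 resamples of the baits. Where a count was 0, the limit is 3 counts of the total. All these intervals cover counting error or variation between baits only, and calls at neighbouring fragments are not independent. The overlap with Hi-C bin pairs was tested with 100 permutations as the Methods describe, one-sided. *Cis*-chromosomal calls were moved to other baits with their signed distances kept, and *trans*-chromosomal calls were moved to other pairs of chromosomes with their relative positions kept. The histone network was tested by permuting the histone labels over the baits 100000 times, two-sided, and by shifting them along the region. *Hox* promoters were compared with other promoters by Fisher's exact test in each cell type, two-sided, and between the cell types by Zelen's exact test. Promoter pairs of the 2 species were matched by gene symbol in capitals and compared by a Mantel-Haenszel odds ratio over classes of distance up to 10 Mb, with 1000 permutations of the calls within classes.

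For explanations of the patterns, fragments were aligned to each other with blastn and counted as sharing sequence at an alignment of at least 100 bp and 95% identity, and neighbours of histone baits within 20 kb were kept if they had no alignment of at least 50 bp and 90% identity to a histone bait. Histone baits and these neighbours were paired if at least 300 kb apart, and compared with other baits within 6 classes of distance up to 3 Mb, after leaving out histone baits over 5 Mb from the others. Assembly gaps of at least 10 kb within 500 kb of a called fragment were counted. Pairs of 1-Mb areas with at least 10 *trans*-chromosomal calls were examined one by one. The random placements and shuffled pairings numbered 1000.

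The genes named are those the paper names as baits in its figures, the HIST1 genes as a family and, in each cell type, the 3 baits with the most calls, the 3 with the most *trans*-chromosomal calls and the 3 *trans*-chromosomal calls with the highest score. This rule, the tests other than those of explanations and most alternatives were set before the data were examined. Several tests of explanations, and some of the rules that read them, were set only after the result was seen, as stated below. *LPHN2*, which the paper shows in Fig. 1, had no bait with a call by that name.

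Alternatives covered the score threshold (10), each fragment pair counted once, the browser list, bait-to-bait calls left out, distances between fragment edges, the baits in the denominator, *cis*-chromosomal calls only for the mean read count, the overlap that counts as within a bin pair, the FDR of the Hi-C pairs (0.01), permutation within chromosomes, the rule for histone baits and their background, and *trans*-chromosomal calls only for the *Hox* promoters. After the data had been seen, further alternatives were added: all listed Hi-C bin pairs, an FDR under 0.1, bins of a fixed 25-kb grid, each pair of 1-Mb bins counted once, both fragments listed as baits, classes of both species' distances, pairs of related gene names left out, and a distant histone bait of mESCs left out. The choice between the bins as listed and the fixed grid was made after the values on the grid had been seen, and both are reported.

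The functions for the overlap, the label permutation, the Mantel-Haenszel odds ratio and Zelen's test were tested on simulated data with planted effects. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, matplotlib 3.10.9, samtools 1.23.1 and BLAST+ 2.17.0.

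The unweighted calls, the sub-threshold interactions, the reads of single replicates, and the chromatin, expression, GWAS and reporter data of Figs. 6, 7 and 8 were not analysed here.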

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

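The tests against random placement, of areas joined in the genome of the cells, of the neighbours of the baits in the fullest pairs of areas, of the support of *trans*-chromosomal calls in Hi-C and of depth and number of calls at *Hox* promoters between the cell types, the split of the *Hox* calls into *cis* and *trans*, and the comparison of histone neighbours within classes of distance were chosen only after the result was seen. For joined areas, the rule that reads the test was also changed after its values were seen, because too few pairs of areas decide it. The tests of shared sequence, of assembly gaps, of GC content and fragment number, and of the share of long-range calls at *Hox* promoters were chosen before. All patterns were found and tested on the same data, so explanations that remain are hypotheses.

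The paper does not report where the *trans*-chromosomal calls of GM12878 cells lie. Of these 288 calls, 102 (35.4%) lay in a single pair of 1-Mb areas, between baits of *HYDIN* on chromosome 16 (70882756 to 70907438 of hg19) and fragments on chromosome 1 (146305378 to 146952274), and 219 lay in 6 pairs of areas with at least 10 calls each. The tables argue against noise spread at random, as 1000 random placements put no more than 2 calls in a pair of areas. They also argue against sequence shared between a bait and its called other end. A copy of the bait elsewhere in the partner area is not covered by this test and stays open. An alignment was found for 0.694% of the calls, against 0.0267% of shuffled pairings, and for 0 of the 219 calls in the 6 pairs of areas. A called fragment lay within 500 kb of an assembly gap in 66.7% of the pairs of areas (28 of 42), against 11.7 ± 4.99% (SD) of shuffled pairs of *cis*-called fragments (one-sided permutation p = 0.000999, the smallest that 1000 shuffles can give), and in 5 of the 6 fullest pairs. Several of the pairs of areas share a bait, such as those of *HYDIN*, of *DHX32* and *FANK1*, and of *DUSP22*. They are thus not independent, which this p does not allow for. A pair of areas also counted as near a gap if any fragment of its calls was, while a shuffled pair held 1 bait and 1 other end. This raises the observed share against the shuffled one, most of all in the fullest pairs. A candidate explanation is sequence that is missing from or misplaced in the reference assembly near these gaps. The sixth pair, between baits around *C15orf57* on chromosome 15 and *CBX3* on chromosome 7, is not near a gap and holds the call with the highest score, 568.59 on 85 reads. Areas joined in the genome of the cells but apart in the reference remain open. The strongest call reached the median of 28 reads of *cis*-chromosomal calls under 100 kb in 2 of the 6 pairs, which are too few to decide. Of the other listed promoters within 200 kb of the bait with the most calls, 2 of 4 had a call in the same pair of areas for *HYDIN*, 1 of 7 in each of the 2 pairs of *DHX32* and *FANK1*, 0 of 2 in each of the 2 pairs of *DUSP22*, and 6 of 12 in the pair of *C15orf57* and *CBX3*. Each of these Wilson 95% intervals includes 50%, so the neighbours do not decide it either. No condition of the design bears on this pattern, so no biological explanation was tested.

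In mESCs, 79 of the 579 *trans*-chromosomal calls (13.6%) lay in a single pair of 1-Mb areas on chromosomes 11 and 8, which the paper does not single out. The bait, from 69142695 to 69154998 on chromosome 11 of mm9, is listed as *Gm16040* and also holds a transcription start of *Kcnab3*. The other ends lay between 95325872 and 95998908 on chromosome 8, and the call to *Ces1h* had the highest score of the set, 2252.5 on 243 reads. Random placement put no more than 2 calls in a pair of areas. Sequence shared between a bait and its called other end was found for 5.53% of the mESC *trans*-chromosomal calls, more than the 0.411% of shuffled pairings. It was found for 0 of the 157 calls in the 4 pairs of areas with at least 10 calls, so it does not account for these. This count does not cover a copy of the bait elsewhere in the partner area, which stays open. Gaps, counted as in GM12878 cells, lay near 14.8% of the pairs of areas (46 of 311), against 9.18 ± 1.65% (SD) of shuffled pairs, so they leave most pairs unexplained. Of the 157 calls, 89.8% lay within bin pairs of the Hi-C data, which were made without capture, against 27.0% of the calls in other pairs of areas. The Wilson 95% interval, 84.1 to 93.6%, treats calls as independent, while support was all or none by pair of areas. All 79 calls of the *Gm16040* pair, 42 of the *Mad2l1* pair and 20 between chromosomes 4 and 18 lay within, which argues against an artefact of the capture step for these pairs. None of the 16 calls that join areas of *Sfi1* and chromosome 8, near a gap, did. Neither did the 9 calls of the *Gm16040* bait to the next area, from 96010414 to 96337763 on chromosome 8. That the areas around *Gm16040* and *Ces1h* as a whole are joined in the genome of these cells is argued against by the neighbours of the *Gm16040* bait, as 0 of the 12 other listed promoters within 200 kb had a call in this pair of areas (Wilson 95% interval up to 24.2%). For the other pairs, areas joined in the genome of the cells stay open. Between chromosomes 4 and 18, 10 of 21 such neighbours had a call in the pair of areas (28.3 to 67.6%), and for *Sfi1* 1 of 5, while *Mad2l1* has no other listed promoter within 200 kb. Over all 4 pairs, the strongest call reached the median of 23 reads of calls under 100 kb in 2. A shorter piece of sequence that lies in another place in these cells than in the reference may explain the *Gm16040* calls, and was not tested. No condition of the design bears on this pattern, so no biological explanation was tested.

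The paper shows the network of histone promoters in GM12878 cells, and the same was looked for in mESCs, where the paper does not report it. On chromosome 13 of mm9, 174 pairs of histone promoters were called among 212 baits, 28 of them histone baits, where permuted labels gave 8.42 ± 4.64 (SD, two-sided p = 2e-05, the smallest that 100000 permutations can give). The region stretches to a histone bait far from the others, and without it, a setting chosen after seeing the data, the 174 pairs were set against 39.8 ± 11.6 among 81 baits. Calls were also counted at neighbouring fragments of unlike sequence. Reads shared between copies of histone genes could give such calls too, when a read of one histone bait is placed on a similar distant one. The count therefore cannot decide on shared reads. In GM12878 cells, 9.94% of 2003 possible pairs of a distant histone bait and such a neighbour were called. The rates of other baits in the same classes of distance gave 0.330% (p = 2e-05 by permutation of the histone labels, 0.0267 by shifting them). In the class of 300 to 500 kb the order was reversed, with 0 of 182 pairs called from histone baits and 13 of 495 (2.63%) from other baits. In mESCs, without the histone bait far from the others and with pairs up to 3 Mb apart, 2.86% of 1083 were called, against 0.302% (permutation p = 0.0127, 0.0494 by shifting). Shared reads stay open as a cause in both cell types. In mESCs, the shares rest on 31 calls from histone baits and 12 from others. Proximity of histone genes in the nucleus may explain the pattern and was tested no further. The permutation treats neighbouring baits as independent, while shifting the labels along the region does not. For the pairs of histone promoters over all 212 baits, this permutation by shifting gave p = 0.00943, the smallest possible.

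*Hox* promoters differed between the cell types in the odds of a call over 10 Mb or in *trans* relative to other promoters (Zelen's exact test, p = 0.000259). In mESCs, 26 of 33 *Hox* baits with a call had such a call (78.8%, Wilson 95% interval 62.2 to 89.3%), against 3.17% of 16232 other baits (Fisher's exact test, p = 6.75e-33). In GM12878 cells, 0 of 36 did (interval up to 9.64%), against 0.449% of 15353 other baits (Fisher's exact test, p = 1). The baits lie in a few clusters and are not independent, which these tests do not allow for. *Hox* baits of mESCs also had more calls, 43.1 each against 6.19, but 7.52% of their single calls were *cis*-chromosomal calls over 10 Mb (95% interval 4.78 to 10.6%, by resampling baits), against 0.585% for other baits, which argues against the number of calls as the whole cause of these. For *trans*-chromosomal calls it stays open, as only 5 of the 1423 *Hox* calls were in *trans* (0.351%, interval 0.0688 to 0.723%), a share no higher than the 0.572% of other baits. An alignment was shared in 0 of the 112 long-range calls, 0%, which argues against sequence shared between a bait and its called other end. Sequence shared with fragments near the other end is not covered by this count. Of these calls, 67 lay within chromosome 11, 29 within chromosome 6 and 11 within chromosome 2. Fewer captured read pairs in GM12878 cells are argued against by the paper's totals, 239237669 against 141990231 in mESCs. At the share of mESCs, the 328 *Hox* calls of GM12878 cells would hold 24.7 *cis*-chromosomal calls over 10 Mb. This argues against fewer calls at its *Hox* promoters only if such calls are equally common in both cell types. They were rarer in GM12878 cells, at 0.109% of all calls against 0.681% in mESCs, which the 24.7 does not allow for. The 328 calls would hold 1.15 *trans*-chromosomal calls, so for these the number of calls may explain the absence. The cell types differ in species, cell type and captured fragments at once, which the design confounds. A biological difference between embryonic stem cells and lymphoblastoid cells, such as the Polycomb-mediated repression networks that the paper mentions, may explain the difference and was not tested.

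The number of Hi-C read ends per 1-Mb bin in mESCs, which the paper does not report on, had a median of 88382.5 on chromosome 11 and 85282 on chromosome 8. On the other autosomes the medians lay between 57810 and 67753, and on chromosome X the median was 26232. After adjustment for the GC content and the number of *Hin*dIII fragments of the bins, the lower of the medians of chromosomes 8 and 11 was 1.29 times the highest of the other autosomes, which argues against these properties as the cause. Extra copies of both chromosomes in part of the cells may explain the pattern. No sample with a known number of copies was at hand, and with 1 library it cannot be compared between replicates. The design names no condition that bears on it, so no biological explanation was tested.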

How the results depend on the processing

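Over 29 results and sets, 113 alternatives were computed. In 6 of them, the share of calls on 1 read pair and that of *Hox* promoters with a call over 10 Mb or in *trans* in GM12878 cells, the value was fixed in advance, since leaving out calls cannot change a share of 0. In 67 others the value stayed within its interval, or within 1.5 times a count, or kept its direction and its side of the test's threshold, and in 40 a value without a test moved beyond its interval or a count beyond 1.5 times. No result reversed its direction. All 41 other alternatives of a result with a test kept the direction and the side of the threshold, the added ones included. The added alternatives are the use of every listed Hi-C bin pair, an FDR under 0.1, the fixed 25-kb grid, each pair of 1-Mb bins counted once, both fragments listed as baits, classes of both distances, related gene names left out and the distant histone bait left out, and they were chosen after seeing the data.

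A score threshold of 10 changed the description of the calls most. It left 15132 calls in GM12878 cells and 17259 in mESCs, or 0.685 and 0.768 per captured bait, which follows from counting fewer calls. The median *cis*-chromosomal distance was 148307.5 and 109535.5 bp, the *trans*-chromosomal share 1.25 and 2.13%, the mean read count 27.6 and 31.9, the bait-to-bait share 44.7 and 47.7%, and the share of bait-to-bait pairs called from both ends 11.7 and 21.5%. In GM12878 cells, the share of calls with fewer than 10 reads was 31.2 percentage points higher beyond 1 Mb than under it. The share of *cis*-chromosomal Hi-C bin pairs over 10 Mb with a CHi-C interaction was 0.379%, and that of *trans*-chromosomal bin pairs 0.567%. Except for the numbers of calls and the shares of bin pairs, which fall with the number of calls by construction, the cause was not tested.

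With each fragment pair counted once, the number of calls per captured bait was 4.02 in GM12878 cells and 4.19 in mESCs, the mean read count 19.6 and 19.3, and the bait-to-bait share 26.0 and 31.1%, and in GM12878 cells the difference in the share with fewer than 10 reads was 62.5 percentage points. The number of calls and the bait-to-bait share follow from removing the second listing of a pair, and the cause for the others was not tested. With bait-to-bait calls left out, the *trans*-chromosomal share was 0.432% in GM12878 cells and 0.767% in mESCs, and in mESCs 64830 calls were left, with a median distance of 130960.5 bp and a mean of 20.5 reads. The difference in the share with fewer than 10 reads was then 70.2 percentage points in GM12878 cells and 57.0 in mESCs. The cause was not tested. With distances between nearest fragment edges, which are shorter by construction, the median was 166140 and 132503 bp. Divided by the baits with at least one call, the number of calls per bait was 6.04 and 6.26, by construction. With both fragments required to be listed as baits, an alternative chosen after seeing the data, 20.2% of pairs in GM12878 cells and 27.5% in mESCs were called from both ends, by construction.

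The share of *trans*-chromosomal Hi-C bin pairs with a CHi-C interaction was 1.41% at an FDR under 0.01, and 0.569% with every listed bin pair as well as at an FDR under 0.1, which keep the same 10899 pairs. The number of bin pairs in the denominator changes by construction.

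Among the results with a test, the share of mESC interactions under 1 Mb within 25-kb Hi-C bin pairs ranged from 9.56% (FDR under 0.01) to 29.9% (every listed bin pair), and the permuted share from 2.50 to 10.8%. For interactions over 10 Mb, the share ranged from 81.8 to 86.2%, and the permuted share rose to 26.1% when interactions were moved within their own chromosome only. For *trans*-chromosomal interactions, the share ranged from 42.7 to 45.8% except with each pair of 1-Mb bins counted once, which gave 18.0%. All of these had p = 0.0099, the smallest that 100 permutations can give. The number of pairs of histone promoters in GM12878 cells ranged from 363 to 527 and exceeded its permuted mean under every alternative, with p from 2e-05, the smallest of the label permutations, to 0.0323, the smallest that shifted labels allow. In mESCs it was 119 to 174, with p from 2e-05 to 0.00943. The odds ratio for promoter pairs called in both cell types ranged from 1.84 to 2.20. The share of *Hox* promoters of mESCs with a call over 10 Mb or in *trans* was 78.8%, 60.6% at a score threshold of 10 and 12.1% for *trans*-chromosomal calls only, with p up to 0.00423.

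No paired analysis was possible because the calls of each cell type were made jointly on its replicates, and the replicate numbers of different cell lines and species do not pair samples. For the same reason no replicate was left out in turn. The Hi-C comparison rests on 1 library, and the calls over 10 Mb in mESCs number 694, which limits the precision of their shares by distance.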

Differences from the paper's values

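The alternatives called pre-set were chosen before the data were examined, and the others are said to be chosen after seeing the values.

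The paper gives about 3% of *cis*-chromosomal Hi-C contact areas over 10 Mb apart with a CHi-C interaction, and the value here was 0.902%. None of the pre-set alternatives closed the gap: a score threshold of 10 gave 0.379%, any overlap of fragment and bin gave 0.902% and an FDR under 0.01 gave 1.02%. The use of every listed bin pair and an FDR under 0.1, both chosen after seeing the values, gave 0.855% and did not close it either.

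For *trans*-chromosomal Hi-C contact areas, the paper gives about 0.5% with a CHi-C interaction, and the value here was 0.793%. The pre-set score threshold of 10 gave 0.567%, within 1.5 times of the paper's value. Any overlap of fragment and bin, at 0.807%, and an FDR under 0.01, at 1.41%, both pre-set, did not close the gap. The use of every listed bin pair and an FDR under 0.1 both gave 0.569%, within 1.5 times of the paper's value, and were chosen after seeing the values.

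For the share of CHi-C interactions within 25-kb Hi-C bins by distance, the paper's values are about 23% under 100 kb, about 18% at 100 to 200 kb, about 12% at 200 to 300 kb, about 11% at 300 to 400 kb, about 13% at 400 to 500 kb, about 20% at 500 to 600 kb and about 21% from 600 kb to 1 Mb in Fig. 10b, read by eye. The values here were 14.3%, 11.2%, 7.76%, 7.29%, 7.73%, 12.9% and 14.0% in the same order. Under any overlap of fragment and bin, a pre-set alternative, they were 18.4%, 15.2%, 10.4%, 9.56%, 10.5%, 15.2% and 16.2%, all within 1.5 times of the paper's. The pre-set score threshold of 10 closed the gap under 100 kb, at 28.4%, and gave 22.9 to 46.6% in the other classes, which did not close it. Each fragment pair counted once and an FDR under 0.01, both pre-set, closed none of these gaps. The pre-set permutation within chromosomes leaves the observed shares as they are. An FDR under 0.1, chosen after seeing the values, gave 15.5%, 12.8%, 8.88%, 8.20%, 8.20%, 14.3% and 15.2%, and closed all gaps but the one at 400 to 500 kb. Every listed bin pair, chosen after seeing the values, closed the gaps under 100 kb (32.9%), at 500 to 600 kb (29.9%) and from 600 kb to 1 Mb (30.4%). The fixed 25-kb grid, also chosen after seeing the values, closed none.

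Some values under a setting other than the one reported equal those of Table 1, although none of the values reported differed from it by 1.5 times or more. The paper gives 88,667 interactions for GM12878 and 94,148 for mESCs, where the calls as listed numbered 92929 and 101841. The pre-set count of each fragment pair once gave 88667 and 94150, and the pre-set use of the browser list gave 88667 and 94148. Likewise the paper's 4.02 and 4.19 interactions per bait were reached with each fragment pair counted once. The paper's median *cis*-chromosomal distances, 173365 bp in GM12878 cells and 138077 bp in mESCs, were reached both with each fragment pair counted once and with the browser list, where the calls as listed gave 173703 and 139062 bp.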

Other observations

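The tests of scores near the threshold and of baits without a call of their own, and those of bait density and of extra copies of chromosomes, were chosen only after the result was seen. For scores near the threshold, the rule that reads the test was also changed after its values were seen. The test of background levels was chosen before.

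Most bait-to-bait pairs were called from one end only. Of 23092 pairs in GM12878 cells, 4262 were called from both ends (18.5%, Wilson 95% interval 18.0 to 19.0%), and of 29320 pairs in mESCs, 7691 (26.2%, 25.7 to 26.7%). The read count was the same in both directions for 99.1% of the pairs called from both ends in GM12878 cells and 99.7% in mESCs. Baited fragments without a call of their own are argued against as the whole cause, as with both fragments listed as baits 20.2% and 27.5% were called from both ends. Scores close to the threshold are a candidate explanation. Among pairs with a higher score of at least 20, 57.9% in GM12878 cells and 77.8% in mESCs were called from both ends, against 3.52 and 5.31% among pairs with a higher score under 6, where both scores must lie in a narrow range to be called. The pairs with a score of at least 20 that were called from one end are left unexplained by it. A different background level of the 2 baits stays open, since its test decides nothing. In 91.6% of the pairs called from one end in GM12878 cells and 93.9% in mESCs, the bait without the call had the higher read counts for its distances in its other calls. These are read counts of called pairs only, which each bait's own level for a call already limits, so that this share partly restates the one-sided calls. The background levels that CHiCAGO estimated for each bait were not used here. No biological explanation was tested.

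On chromosome 8 of mESCs, baits with a call had 7.86 calls each, and on chromosome 11 they had 8.32. The median of the other autosomes was 5.72 and the highest 8.16, on chromosome 7. Density of baits along the chromosome is argued against for chromosome 8, whose calls per bait lay 1.74 above a line fitted on density, more than on any other autosome (highest 1.43). For chromosome 11, whose residual was 0.231, density and extra copies cannot be told apart, because its 12.8 baits per Mb lie beyond the 9.09 of the next densest autosome. Extra copies of chromosomes 8 and 11 may explain the higher number of calls, as the lower of their median Hi-C read ends per bin was 1.26 times the highest of the other autosomes. Chromosome 7, with 8.16 calls per bait and no more Hi-C read ends than other autosomes (median 63830 per bin), shows that calls per bait also vary without it. No biological explanation was tested.

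Promoter pairs of the 2 species were matched by gene symbol, which left 7872 genes with a bait with a call in both cell types and 283285 pairs up to 10 Mb apart in mESCs. Of the 9056 pairs called in GM12878 cells, 3361 were also called in mESCs (37.1%, Wilson 95% interval 36.1 to 38.1%), against 2.47% of the pairs not called. Within classes of distance, the Mantel-Haenszel odds ratio was 1.89 (permutation p = 0.002, the smallest that 1000 two-sided permutations can give). A fragment pair with several genes enters as several gene pairs, and many pairs share a bait. The interval and the permutations treat gene pairs as independent. They also do not allow for baits that differ in their number of calls. The classes up to 200 kb hold most of the pairs called in GM12878 cells, of which 46.4% under 50 kb, 44.8% at 50 to 100 kb and 40.8% at 100 to 200 kb were called in mESCs, against 35.9, 34.0 and 27.2% of the others. At 500 to 750 kb the shares were 14.6 and 2.99%, and from 3 to 10 Mb 0 of 25 pairs called in GM12878 cells were called in mESCs. The pairs of matched genes with the highest scores in both cell types included several of histone genes, such as *HIST1H1D* and *HIST1H4F*, with scores of 55.0 in GM12878 cells and 48.0 in mESCs.

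The baits with the most calls in GM12878 cells were those of *HIST1H2AH* and *HIST1H2BK*, on 1 fragment, with 113 calls, *DUSP5* with 110 and *DUSP22* with 102. In mESCs they were *Gm16040* with 131 calls, *Itgb1bp1* with 113 and *Abt1* with 112. The most *trans*-chromosomal calls in GM12878 cells were held by *HYDIN* with 71, *DHX32* and *FANK1*, on 1 fragment, with 54, and *DUSP22* with 50. In mESCs they were held by *Gm16040* with 87, *Sfi1* with 39 and *Mad2l1* with 35. The 3 *trans*-chromosomal calls with the highest scores in GM12878 cells joined the *C15orf57* bait to 2 fragments of *CBX3*, with scores of 568.59 and 483.79, and the *DHX32* and *FANK1* bait to an intergenic fragment of chromosome Y, with 189.58. In mESCs, besides the call between *Gm16040* and *Ces1h*, they joined *Cyp2c70* to *Nr1d2*, with a score of 2027.97, and *SNORA17.560* to an intergenic fragment on chromosome 16, with 1160.59.

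In mESCs, 4 listed calls, which make up 2 pairs, had no counterpart in the browser list. The scores of both directions were equal in each of the 2 pairs, as they were in 16 pairs of this set in all.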
